# Transcriptomic evidence for tumor‐specific beneficial or adverse effects of TGFβ pathway inhibition on the prognosis of patients with liver cancer

**DOI:** 10.1002/2211-5463.13647

**Published:** 2023-05-31

**Authors:** Matthis Desoteux, Betty Maillot, Kevin Bévant, Tanguy Ferlier, Raffaële Leroux, Gaëlle Angenard, Corentin Louis, Laurent Sulpice, Karim Boudjema, Cédric Coulouarn

**Keywords:** galunisertib, gene signature, hepatocellular carcinoma, survival, TGFβ

## Abstract

Therapeutic targeting of the transforming growth factor beta (TGFβ) pathway in cancer represents a clinical challenge since TGFβ exhibits either tumor suppressive or tumor promoting properties, depending on the tumor stage. Thus, treatment with galunisertib, a small molecule inhibitor of TGFβ receptor type 1, demonstrated clinical benefits only in subsets of patients. Due to the functional duality of TGFβ in cancer, one can hypothesize that inhibiting this pathway could result in beneficial or adverse effects depending on tumor subtypes. Here, we report distinct gene expression signatures in response to galunisertib in PLC/PRF/5 and SNU‐449, two cell lines that recapitulate human hepatocellular carcinoma (HCC) with good and poor prognosis, respectively. More importantly, integrative transcriptomics using independent cohorts of patients with HCC demonstrates that galunisertib‐induced transcriptional reprogramming in SNU‐449 is associated with human HCC with a better clinical outcome (i.e., increased overall survival), while galunisertib‐induced transcriptional reprogramming in PLC/PRF/5 is associated with human HCC with a worse clinical outcome (i.e., reduced overall survival), demonstrating that galunisertib could indeed be beneficial or detrimental depending on HCC subtypes. Collectively, our study highlights the importance of patient selection to demonstrate a clinical benefit of TGFβ pathway inhibition and identifies Serpin Family F Member 2 (SERPINF2) as a putative companion biomarker for galunisertib in HCC.

**Abbreviations**
AFP: alpha‐fetoprotein
ATCC: American Type Culture Collection
BCLC: Barcelona Clinic Liver Cancer
CDH1: E‐cadherin
EMT: epithelial‐to‐mesenchymal transition
GSEA: gene set enrichment analysis
HCC: hepatocellular carcinoma
ICI: immune checkpoint inhibitors
MSigDB: molecular signatures database
qRT‐PCR: quantitative real‐time polymerase chain reaction
SERPINF2: serpin family F member 2
TCGA: The Cancer Genome Atlas
TGFβ: transforming growth factor beta
TNM: tumor node metastasis
VIM: vimentin

Hepatocellular carcinoma (HCC) is a deadly cancer worldwide due to limited therapeutic options [1]. Surgery remains the best strategy for curative intent when performed at an early stage [2]. However, most HCC are diagnosed at an advanced stage and patients are then evaluated for systemic treatments [2, 3]. Although phase III clinical trials reported positive results for antiangiogenic drugs, alone or combined with immune checkpoint inhibitors (ICI) [2, 4], extending the therapeutic options to reduce vascular invasion and metastatic progression still represents an important need. Targeting the transforming growth factor beta (TGFβ) pathway has been proposed as a promising strategy in HCC [5]. Indeed, as a potent inducer of epithelial‐to‐mesenchymal transition (EMT), TGFβ contributes to metastasis [6]. TGFβ is also a potent immunosuppressive cytokine, which has been associated with cold tumors and resistance to ICI [7]. Thus, several molecules have been developed to inhibit the TGFβ pathway, including galunisertib (LY2157299), a selective ATP‐mimetic inhibitor of type 1 TGFβ receptor [5]. In preclinical models, galunisertib enhanced sorafenib‐induced apoptosis and reduced stemness‐related functions of invasive HCC cells [8, 9, 10]. Phase 1 studies demonstrated a favorable toxicity and pharmacokinetic profiles [11, 12]. However, phase 2 studies demonstrated a clinical benefit only in subsets of patients, a feature that could be explained by the functional duality of TGFβ [12, 13]. Actually, if contributing to tumor progression and resistance to therapies, TGFβ can also exert cytostatic actions limiting tumor growth in some HCC cases, for which its inhibition could be at best ineffective but at worse detrimental by promoting tumor progression. In this study, by using clinically relevant human HCC cell lines and integrative transcriptomics, we provide evidence that a galunisertib‐induced transcriptional reprogramming is associated with beneficial or adverse effects depending on tumor subtypes. The study demonstrates that TGFβ pathway inhibition should be restricted to HCC subtypes with a mesenchymal phenotype in which the tumor suppressive arm of TGFβ is lost. The study also identifies Serpin Family F Member 2 (SERPINF2) as a putative companion biomarker for galunisertib to identify the patients who may benefit from galunisertib treatment.

## Materials and methods

### Cell culture

PLC/PRF/5 (CRL‐8024) and SNU‐449 (CRL‐2234) HCC cell lines were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA, www.lgcstandards‐atcc.org) and cultured as previously described [14, 15]. ATCC performed cell line authentication by Short Tandem Repeat DNA profiling. No alteration (i.e., mutation, fusion, or translocation) in *SMAD2‐4* and *CTNNB1* genes was observed in PLC/PRF/5 and SNU‐449 cell lines (https://depmap.org/portal/). Cells were treated for 16 h with 10 μm galunisertib, also known as LY2157299 (Sigma‐Aldrich, St. Louis, MO, USA), alone or in combination with 1 ng·mL^−1^ recombinant human TGFβ1 (R&D Systems, Minneapolis, MN, USA) after overnight serum starvation [15]. All cell cultures were conducted at 37 °C in a 5% CO_2_ atmosphere. Independent culture experiments were carried out in triplicate. RNA was extracted after 16 h of treatment and submitted to gene expression profiling.

### Gene expression profiling

Total RNA was purified from cells at 80% confluency with an RNeasy kit (Qiagen, Courtaboeuf, France). Genome‐wide expression profiling was conducted using low‐input Quick Amp labeling kits and human SurePrint G3 pangenomic (60K probes) microarrays (Agilent Technologies, Les Ulis, France), as previously described [14]. Gene expression data were processed using feature extraction and genespring softwares (Agilent Technologies) and further analyzed using R‐based BRB‐ArrayTools, as described [16]. Clustering analysis was made using cluster 3.0 and treeview 1.6 using uncentered correlation and average linkage options. Gene expression datasets generated in this study are openly available in Gene Expression Omnibus (accession number GSE211806).

### Data mining and integrative transcriptomics

Gene annotation was based on Gene Ontology and enrichment for specific biologic functions or canonical pathways was evaluated using funcassociate 2.0 program [17]. Gene set enrichment analysis (GSEA) was conducted by using the Java tool developed at the Broad Institute (Cambridge, MA, USA), as previously described [18]. Unsupervised GSEA was done with the whole C2 collection of curated gene sets from the molecular signatures database (MSigDB). Integration of transcriptomic data was conducted using publicly available HCC datasets (GSE1898, GSE4024, and GSE14520), as previously described [15, 16, 19]. In total, two independent cohorts of HCC were analyzed. The first cohort (GSE1898 and GSE4024) included 139 HCC [16, 20, 21, 22] and the second cohort (GSE14520) included 225 HCC [23]. Survival analysis was also performed using The Cancer Genome Atlas (TCGA) datasets (https://portal.gdc.cancer.gov/projects/TCGA‐LIHC).

### Quantitative real‐time PCR

Expression of relevant genes was measured by quantitative real‐time PCR (qRT‐PCR) using SYBR Green (Applied Biosystems, Carlsbad, CA, USA), as previously described [15]. Quantitative analysis of PCR data was conducted with the 2^–∆∆Ct^ method. Melting curves analysis was used to validate the specificity of PCR products.

### Statistical analysis

Gene expression profiling was made using RNA extracted from three independent culture experiments. Single gene expression data are presented as the mean ± standard deviation. Statistical analyses were performed using r‐3.5.1 and graphpad prism 7.0, Boston, MA, USA. For microarray data, differentially expressed genes were identified by a two‐sample univariate *t*‐test and a random variance model [24]. For group comparison of quantitative variables, *t*‐testing was applied. Categorical data were analyzed by chi‐squared testing. The cumulative survival rate was estimated by the Kaplan–Meier method, and the survival curves were compared with the log‐rank test. *P*‐values below 0.05 were considered as significant statistical differences.

## Results and Discussion

### PLC/PRF/5 and SNU‐449 reproduce human HCC with different prognosis

Hepatocellular carcinoma cell lines constitute relevant models to investigate signaling pathways altered in liver cancer and to test new drug candidates [14, 25, 26, 27, 28]. However, to what extent these cell lines recapitulate the biology of human HCC tumors has been partly addressed [29]. Here, we evaluated the clinical relevance of PLC/PRF/5 and SNU‐449 cell lines, which were representative of two clusters differing notably in the expression of genes associated with metastasis in a panel of 19 HCC cell lines [16]. In addition, from this panel, we previously demonstrated by integrative transcriptomics that PLC/PRF/5 and SNU‐449 cell lines recapitulated human HCC with tumor‐suppressive and tumor‐promoting features of the TGFβ pathway, respectively [16]. Accordingly, PLC/PRF/5 and SNU‐449 differed in the expression of epithelial and mesenchymal markers, SNU‐449 exhibiting a mesenchymal‐like phenotype and a higher secretion of TGFβ (Fig. S1), in agreement with previously published data [15, 30]. It was also shown that a mesenchymal‐like phenotype in HCC cell lines correlated with autocrine stimulation of the TGFβ pathway and resistance to TGFβ‐induced suppressor effects [30]. Not surprisingly, numerous genes were differentially expressed between PLC/PRF/5 and SNU‐449 cells (Fig. 1A; Table S1). 

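The basal profiles belong to a set of 24 one-colour Agilent microarrays, 12 for each of PLC/PRF/5 and SNU-449, both established lines derived from human HCC. Each line had 4 groups of 3 independent cultures, namely untreated control cells and cells treated for 16 h with TGFβ1 at 1 ng/mL, with galunisertib at 10 µM, or with both. Basal differences were taken between the 3 control arrays of each line. The authors deposited the scanner output of every array, in which the Feature Extraction software gives a background-subtracted intensity, not normalized between arrays, for each of 62976 spots. They also deposited a table of normalized log2 values, which is used as an alternative. Here, each intensity was divided by the 75th percentile of its array, raised to a floor of 8.22% of that percentile where it lay below it, and converted to log2. The 75th percentile was 145 to 257 intensity units on the PLC/PRF/5 control arrays (median 234) and 199 to 247 on the SNU-449 control arrays (median 223). Between 44.9% and 50.2% of the probes were well above background on the PLC/PRF/5 control arrays, and between 44.9% and 48.7% on the SNU-449 control arrays. Of 58201 probes, 31104 were named through their RefSeq accession and 10719 by a LNCipedia name. A probe was tested when it was well above background on every array of at least 1 group, and a gene with several probes was represented by the probe with the highest mean signal. The lines were compared with limma over all 24 arrays, which share 1 estimate of the spread. A gene was called when its fold change was above 2 and its unadjusted P was below 0.001, the limits drawn in Fig. 1A. The floor shrinks the fold change of a gene near background. A gene that was not well above background on any array of a group is therefore given as a lower bound, with the dim group set, array by array, to the higher of the probe's own signal and the weakest signal well above background. The number of arrays, 3 per group, limits the precision, and each group occupied the same position on each of the 3 slides.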

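Of 17902 genes tested, 6163 were called between the control cells of the lines, 2806 with a higher expression in PLC/PRF/5 and 3357 with a higher expression in SNU-449. The P threshold alone would pass about 17.9 of these genes if none differed. With a fold change above 2 and a Benjamini-Hochberg adjusted p below 0.05, 6411 genes passed. The count moved most when probes had to be well above background on all 24 arrays, which left 12818 genes and 3778 calls. Scaling each array to its median in place of its 75th percentile shifted the median log2 difference of all genes to -0.28, with 2179 genes higher in PLC/PRF/5 and 4471 higher in SNU-449. Among genes well above background on all control arrays, *SERPINA1* had the largest excess in PLC/PRF/5, with a log2 difference of 11.71 (standard error 0.21, limma, adjusted p = 2.6e-20). *IGFBP1* and *RBP4* were higher in PLC/PRF/5 by 9.92 and 7.86 on the log2 scale. *SPARC* had a log2 difference of -8.01, and *LOXL2*, measured by a spot in the outer columns of the array, one of -8.14, both higher in SNU-449. The epithelial marker *CDH1* was at a log2 level of 2.80 ± 0.21 (SD, n = 3) in PLC/PRF/5 and -0.89 ± 0.48 (SD, n = 3) in SNU-449, a difference of 3.70 (standard error 0.20, limma, adjusted p = 2.5e-12). The mesenchymal marker *VIM* was at 7.80 ± 0.13 (SD, n = 3) in PLC/PRF/5 and 9.34 ± 0.22 (SD, n = 3) in SNU-449, a difference of -1.54 (standard error 0.17, limma, adjusted p = 1.7e-07), on a spot in the outer rows of the array.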

A significant enrichment of signatures associated with a previously described molecular classification of human HCC [31] was highlighted. Thus, the HOSHIDA_LIVER_CANCER SUBCLASS_S1 and SUBCLASS_S3 signatures were enriched in the gene expression profiles of SNU‐449 and PLC/PRF/5 cells, respectively (Fig. 1B). The S1 subtype reflected an aberrant activation of the WNT pathway through TGFβ, while the S3 subtype was associated with a preserved hepatocyte differentiation [31]. 

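Published signatures were not used here, and short hand-written lists of 25 mesenchymal, 21 epithelial and 30 hepatocyte genes took their place. Of the mesenchymal genes, 22 were tested between the control cells, and 19 of them had a higher expression in SNU-449. Their median log2 difference between PLC/PRF/5 and SNU-449 was -2.53, or -2.40 with the 10 genes not well above background in a line set to their bound. The list stood apart from the other genes (limma's camera test, adjusted p = 8.6e-06 over 17 list tests), and 20 of the 22 genes had an adjusted p below 0.05, both over all genes and adjusted over the list alone. Of 25 hepatocyte genes tested, 24 had a higher expression in PLC/PRF/5, with a median log2 difference of 6.97, or 6.87 with 13 genes at their bound (camera, adjusted p = 6.5e-15). The exception was *FGB*, at a log2 difference of -2.36. All but 1 of these genes, *TAT*, passed the adjusted threshold over all genes, 24 in all, and likewise adjusted over the list alone. *FGB* and *TAT* were picked out after their values were seen. Of 16 epithelial genes tested, 15 were higher in PLC/PRF/5, with a median of 1.44, or 1.39 with 3 genes at their bound (camera, adjusted p = 1.9e-05), and 14 passed over all genes and adjusted over the list alone.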

Supporting this observation, the HALLMARK_EMT [32] and the HSIAO_LIVER_SPECIFIC_GENES [33] signatures were enriched in the gene expression profiles of SNU‐449 and PLC/PRF/5 cells, respectively (Fig. 1B). 

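*APOB* encodes apolipoprotein B, a protein of liver lipid transport. Its log2 level was 5.00 ± 0.08 (SD, n = 3) in PLC/PRF/5 control cells, while it was not well above background on any of the 3 SNU-449 control arrays, so that its expression was at least 366-fold higher in PLC/PRF/5. Its spot lay away from the edge of the array, and limma gave an adjusted p of 3.6e-24. *BAAT*, which encodes an enzyme of bile acid conjugation, was well above background on all 6 control arrays, at 0.19 ± 0.03 (SD, n = 3) in PLC/PRF/5 and -2.49 ± 0.16 (SD, n = 3) in SNU-449, a log2 difference of 2.68 (standard error 0.19, limma, adjusted p = 1.7e-10).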

In agreement with a more differentiated phenotype, key genes associated with liver metabolism (e.g., *APOB*) were more expressed in PLC/PRF/5 than in SNU‐449 cell line. Conversely, genes associated with cancer stem cells (e.g., *CD44*), TGFβ pathway (e.g., *SERPINE1*), and EMT (e.g., *SNAI2*) were expressed at a higher level in SNU‐449 than in PLC/PRF/5 cell line (Fig. 1C), recapitulating previous reports made at transcriptomic and proteomic levels [27, 29]. 

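*CD44* was at a log2 level of 6.91 ± 0.47 (SD, n = 3) in SNU-449 control cells and not well above background on any of the 3 PLC/PRF/5 control arrays, which makes it at least 1268-fold higher in SNU-449 (limma, adjusted p = 8.5e-22). A second *CD44* probe, measured in both lines, differed by -0.77 on the log2 scale, also higher in SNU-449 but below 2-fold, and it represents the gene when only probes well above background on all arrays are kept. *SNAI2* was dimmer in SNU-449, at -0.37 ± 0.32 (SD, n = 3), and not well above background in PLC/PRF/5, giving at least 8.18-fold (limma, adjusted p = 7.4e-15).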

Supporting a higher proliferative potential of SNU‐449 cells, cyclin‐dependent kinase inhibitor 2A (*CDKN2A*) and *BIRC3*, encoding an inhibitor of apoptosis, were underexpressed while *MYC* was overexpressed (Fig. 1C). 

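*CDKN2A* was at a log2 level of 5.11 ± 0.15 (SD, n = 3) in PLC/PRF/5 control cells and 3.40 ± 0.12 (SD, n = 3) in SNU-449 control cells, a difference of 1.70 (standard error 0.14, limma, adjusted p = 1.1e-09). Its brightest probe has a spot in the outer columns of the array. The other probe of the gene was not well above background on any SNU-449 control array. It went in the same direction by a much larger fold, 74.6 with SNU-449 limited by the floor. *BIRC3* differed by 2.00 (standard error 0.17, limma, adjusted p = 2.1e-09), from 2.22 ± 0.16 (SD, n = 3) in PLC/PRF/5 to 0.21 ± 0.34 (SD, n = 3) in SNU-449, on a single spot in the outer rows of the array. *MYC* went the other way, with 2.88 ± 0.12 (SD, n = 3) in PLC/PRF/5 and 4.73 ± 0.14 (SD, n = 3) in SNU-449, a difference of -1.85 (standard error 0.17, limma, adjusted p = 6.1e-09). In each case all arrays of one line lay above all arrays of the other. The paper offers these differences as support for SNU-449 cells having a higher proliferative potential.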

Next, we integrated the signature made of genes differentially expressed between SNU‐449 and PLC/PRF/5 cell lines with the gene expression profiles of 139 HCC cases with clinical annotations [16, 21, 22]. Clustering analysis of the integrated datasets identified two groups of human HCC associated with either SNU‐449 (cluster 1) or PLC/PRF/5 (cluster 2) cell line (Fig. 1D). Interestingly, patients with HCC that recapitulate the gene expression signature of the PLC/PRF/5 cell line (cluster 2) had a better survival (Fig. 1E). Altogether, gene expression profiling at basal level and integrative transcriptomics demonstrated that PLC/PRF/5 and SNU‐449 cell lines are relevant models to study human HCC with different prognosis.

**Fig. 1:**
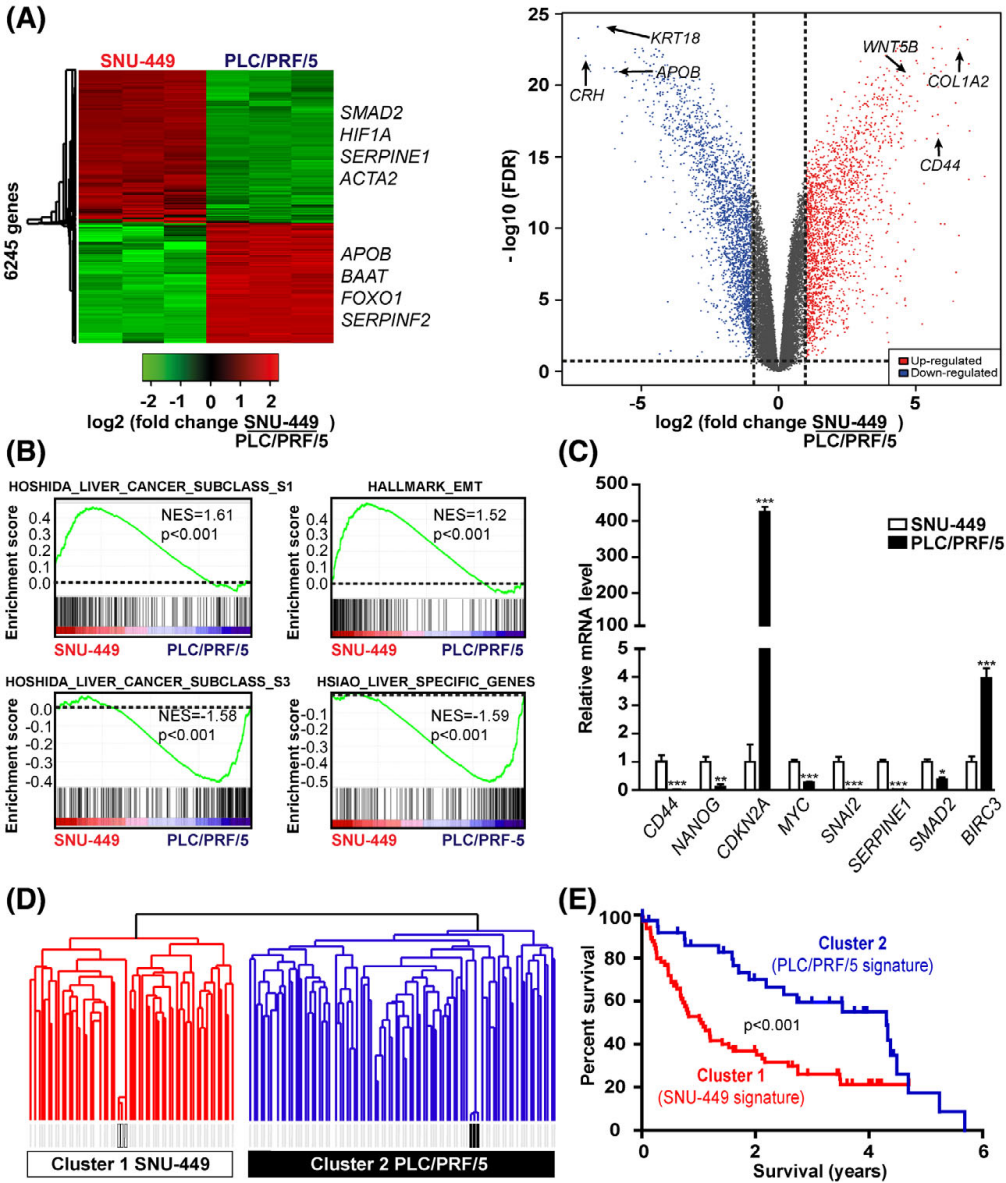
PLC/PRF/5 and SNU‐449 cells mimic two groups of human HCC with a variable prognosis. (A) Hierarchical clustering and volcano plot of genes differentially expressed between PLC/PRF/5 and SNU‐449 (dashed lines: fold‐change FC > 2; *P* < 0.001; *n* = 3 independent experiments). The complete list of genes is provided in Table S1. (B) GSEA using the gene expression profiles of SNU‐449 and PLC/PRF/5 cells and signatures associated with liver cancer (NES, normalized enrichment score provided by GSEA). (C) Expression of key genes representative of TGFβ‐related functions. Data are presented as bar plots with mean ± SD and were compared using the Student's *t*‐test, *P < 0.05, **P < 0.01, and ***P < 0.001 (*n* = 3 independent experiments). (D) Dendrogram overview of PLC/PRF/5 and SNU‐449 gene expression profiles integrated with those of 139 human HCC cases (GSE1898 and GSE4024). Clustering analysis identified two major HCC clusters associated with SNU‐449 (cluster 1) and PLC/PRF/5 (cluster 2) profiles. (E) Kaplan–Meier plot and log‐rank statistics of HCC included in clusters 1 and 2.

### Specific galunisertib signatures in PLC/PRF/5 and SNU‐449 cells

Transforming growth factor beta plays a key role in liver carcinogenesis but targeting this pathway is challenging due to its functional duality [34]. Supporting this hypothesis, we previously reported signatures associated with the tumor‐suppressive and tumor‐promoting properties of TGFβ in human HCC with good and bad prognosis, respectively [16]. As we previously reported that PLC/PRF/5 and SNU‐449 cell lines were associated with this functional duality [16], we hypothesized that they may constitute relevant models to infer the impact of inhibiting the TGFβ pathway in specific human HCC. Further supporting this hypothesis, the data above demonstrated that the SNU‐449 cell line is also associated with human HCC from the S1 subtype in which the tumor promoting arm of TGFβ is activated (Fig. 1B). Thus, we established gene expression signatures of TGFβ pathway inhibition by treating PLC/PRF/5 and SNU‐449 cell lines with galunisertib [35]. 

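Galunisertib is a small molecule that inhibits the kinase of the TGFβ type I receptor. For each line, the 3 arrays of cells treated with galunisertib were compared with the 3 arrays of untreated control cells, in a limma fit over the 12 arrays of that line. The 75th percentile of intensity on the galunisertib arrays was 201 to 232 units in PLC/PRF/5 (median 209) and 195 to 219 in SNU-449 (median 199), and the dimmest control array was that of replicate 1 of PLC/PRF/5. Between 45.7% and 50.0% of the probes were well above background on the galunisertib arrays of PLC/PRF/5, and between 43.8% and 44.6% on those of SNU-449. The fits covered 16101 genes in SNU-449 and 16684 in PLC/PRF/5. After scaling, the median log2 change of all genes was 0.10 in SNU-449 and 0.07 in PLC/PRF/5, and without scaling it was -0.03 and 0.10. Whether the effect differed between the lines was tested as an interaction over all 24 arrays. On simulated data with 200 changed genes, the fit recovered 93.0% of them for galunisertib in SNU-449, 98.5% in PLC/PRF/5 and 93.5% for the interaction. Every planted change was larger than 1.33 on the log2 scale, the median size among 131 genes called in SNU-449. Recovery of changes near the 2-fold limit was therefore not tested.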

Galunisertib treatment resulted in the modulation of 386 nonredundant and well‐annotated genes in SNU‐449 cell line (139 upregulated and 247 downregulated versus control) and 124 genes in PLC/PRF/5 cell line (26 upregulated and 78 downregulated versus control) (Fig. 2A; Tables S2 and S3). 

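Galunisertib changed 189 genes in SNU-449 by the limits given above for the basal profiles, 88 higher and 101 lower than in control cells. It changed 54 genes in PLC/PRF/5, 26 higher and 28 lower. About 16.1 and 16.7 genes would pass the P threshold if nothing changed. With a fold change above 2 and an adjusted p below 0.05 (limma), 240 genes passed in SNU-449 and 58 in PLC/PRF/5. In SNU-449 the count moved most under an alternative test that took the spread of each gene alone. That test lacks the random variance model of the paper's methods. It called 68 genes, 15 of them with a fold above 2 and an adjusted p below 0.05. In PLC/PRF/5 the count moved most under normexp background correction, which called 15 genes. Without scaling, the SNU-449 calls split into 50 higher and 154 lower. Of the 386 probes of Table S2, 327 changed in the direction of that table, 292 passed the filter on dim probes and 202 were called here. Of the 124 probes of Table S3, 88 changed in its direction, 83 passed the filter and 62 were called. In SNU-449, *SERPINF1* rose from a log2 level of -0.43 ± 0.52 to 2.20 ± 0.29 (SD, n = 3 each), a change of 2.63 (standard error 0.26, limma, adjusted p = 5.8e-04), and *SPRY1* rose by 1.70. The largest falls were those of *IL11*, with a change of -5.03, and *FOXS1*, with -4.28, each on 1 spot in the outer rows of the array. *SPNS2* rose by 1.55 in PLC/PRF/5 and *THBD* by 1.41 there, while *FAM20A* had a change of -1.80 (standard error 0.17, limma, adjusted p = 6.0e-04) and *SLC23A1* one of -1.52.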

Only five genes were commonly deregulated in the two cell lines, demonstrating that galunisertib induces cell‐specific changes, similar to TGFβ [36]. 

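Among 14883 genes tested in both lines, 131 were called in SNU-449 and 30 in PLC/PRF/5, and 4 were called in both, where 0.264 would be expected if the calls were unrelated (exact hypergeometric test, one-sided p = 1.3e-04). *DUSP5* rose by 1.29 in SNU-449 and 1.41 in PLC/PRF/5, *RIN1* by 1.15 and 1.18, and *ASB2* by 1.11 and 1.36. *SLC17A1* changed by 1.34 in SNU-449 and by -1.29 in PLC/PRF/5. *RIN1* and *SLC17A1* were measured only near the edge of the array. Under normexp background correction 1 of the 4 genes, *RIN1*, was called in both lines, and after scaling to the array median 7 genes were. Of the 127 genes called in SNU-449 alone, 80 changed in the same direction in PLC/PRF/5, none by more than 2-fold. Of the 26 genes called in PLC/PRF/5 alone, 14 changed in the same direction in SNU-449. The median size of the change of the 131 genes was 1.33 on the log2 scale in SNU-449 and 0.24 in PLC/PRF/5. A test of the difference itself, SNU-449 minus PLC/PRF/5, called 276 of 17902 genes, 208 with the larger change in SNU-449 and 68 with the larger change in PLC/PRF/5, and 341 passed at an adjusted p below 0.05 with a difference above 2-fold (limma). From the small number of shared genes, the paper concludes that galunisertib induces changes that are specific to the cell line.

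**Figure D1:**
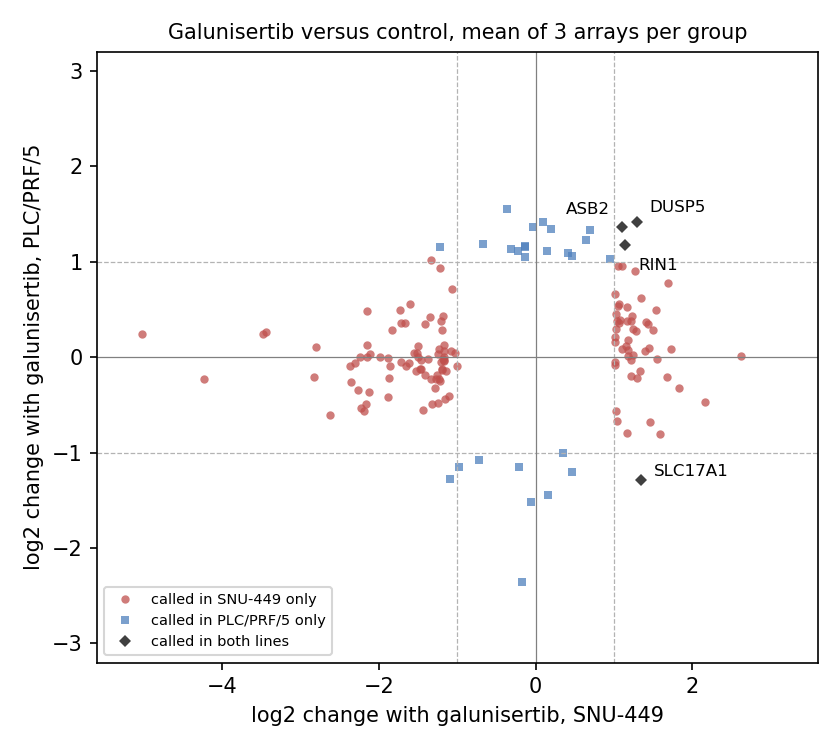
Log2 change with galunisertib against control in SNU-449 (horizontal axis) and in PLC/PRF/5 (vertical axis) for the 157 genes tested in both lines and called in at least 1 of them, each point being the difference between means of 3 arrays per group. The 4 genes called in both lines are named, and 3 of them rose in both while *SLC17A1* rose in SNU-449 and fell in PLC/PRF/5.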

Importantly, GSEA suggested that galunisertib could switch the gene expression profile of SNU‐449 cell line toward a more favorable prognosis. Indeed, a positive enrichment of gene signatures associated with a better HCC differentiation (e.g., HOSHIDA_LIVER_CANCER_SUBCLASS_S3 and HSIAO_LIVER_SPECIFIC_GENES), as described above (Fig. 1B), was observed in the gene expression profile of SNU‐449 cells treated with galunisertib, as compared to untreated control cells (Fig. 2B). Conversely, a negative enrichment of the HALLMARK_EMT signature was observed, suggesting that galunisertib may switch the EMT signature toward a MET signature (Fig. 2B). Accordingly, an increased expression of the epithelial marker E‐cadherin (*CDH1*) was observed in SNU‐449 cells treated with galunisertib (Table S2). These results are in agreement with previous data reporting that galunisertib reduces the stemness‐gene profile of invasive HCC cells (including the SNU‐449 cell line) and induces the acquisition of a more epithelial‐like morphology [8, 30]. 

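Only 11 of the 30 genes of the hepatocyte list could be tested for galunisertib in SNU-449, because the others were too dim in that line. Of these, 8 were higher with galunisertib than in control cells, with a median log2 change of 0.26, above that of all genes. The camera test did not separate the list from other genes (limma, adjusted p = 0.241), whereas fry, which asks whether the list changed at all, passed at an adjusted p below 0.05. The genes with an adjusted p below 0.05 were *RBP4*, with a change of 0.95, *APOH*, with 0.79, and *AMBP*, with 0.40, both over all genes and adjusted over the list alone. They were named after their values were seen.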

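On the mesenchymal list, 22 genes were tested for galunisertib in SNU-449, 12 higher and 10 lower than in control cells. The median log2 change was 0.12 while the mean was -0.060, and the camera test, which pointed downwards, did not separate the list from other genes (limma, adjusted p = 0.488). The sign of the median flipped to -0.012 with normexp background correction, to -0.0087 with the mean of all probes of a gene, to -0.033 with a floor at 50% of that used, and to -0.075 with the authors' normalized values. Over all genes 7 members had an adjusted p below 0.05, and 12 had one adjusted over the list alone. The largest change was that of *COL1A1*, at -2.60 (limma, adjusted p = 3.7e-04). A list of 18 genes known to respond to TGFβ, 9 of which are also in Table S2, was lower with galunisertib for 14 of 16 genes tested, with a median change of -1.01, or -0.90 with 1 gene at its bound (camera, adjusted p = 4.7e-16). Of these 16 genes, 8 were called, 9 had an adjusted p below 0.05 over all genes, and 11 adjusted over the list alone. *SKIL* had a change of -2.63, *SMAD7* one of -1.88 and *PMEPA1* one of -3.48, where the other *PMEPA1* probe gave -2.21.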

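*CDH1* was well above background on all arrays of both groups in SNU-449. With galunisertib its log2 level was 0.94 ± 0.46 (SD, n = 3), a change of 1.84 from the control cells described above (standard error 0.25, limma, adjusted p = 0.00275), and all galunisertib arrays lay above all control arrays. The change was 1.49 without replicate 1 and 1.74 without replicate 3, and no longer passed the P threshold in either case. It also missed that threshold under the alternative test that took the spread of each gene alone, without the paper's random variance model. Of 14 epithelial genes tested, 8 were higher and 5 lower, with a median of 0.047 that turned negative without scaling, at -0.036, and, at -0.0047, with the percentile taken over probes well above background on all arrays. The camera test did not separate this list from other genes (limma, adjusted p = 0.519), and 3 genes had an adjusted p below 0.05 over all genes and adjusted over the list alone, *CDH1*, *CLDN1* with a change of 0.70 and *ELF3* with 0.62, named after their values were seen.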

Galunisertib was also shown to reduce the migration, clonogenicity and the spheroid formation ability of HCC invasive cells [8, 30, 37]. 

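In PLC/PRF/5, 11 of the 25 mesenchymal genes were bright enough to be tested for galunisertib, 6 of them higher and 5 lower than in control cells. The median log2 change was 0.030, the mean was -0.010, and the camera test pointed downwards without separating the list from other genes (limma, adjusted p = 0.433). The median became -0.072 with the percentile taken over probes well above background on all arrays, -0.047 with the mean of all probes of a gene, and between -0.18 and -0.030 with a replicate left out. *VIM*, on a spot in the outer rows of the array, changed by 0.42 and *SNAI1* by 0.46, and these 2 genes had an adjusted p below 0.05 over all genes. Adjusted over the list alone, *CDH2*, *FN1* and *ITGA5* joined them, each lower with galunisertib, so that 5 genes passed. Of 15 epithelial genes, 11 were higher with galunisertib, with a median of 0.13 (camera, adjusted p = 0.285). *KRT8*, *KRT18* and *CLDN3* rose by 0.74, 0.47 and 0.38 and passed over all genes, and *CLDN1*, with 0.33, also passed adjusted over the list alone. Genes of both lists were named after their values were seen. Of 15 TGFβ-responsive genes, 11 were higher and 4 lower with galunisertib, with a median of 0.24 (camera, adjusted p = 0.242), and 7 passed adjusted over the list alone. The 4 that passed over all genes were *SKIL*, with a change of -0.60, and *BHLHE40*, *TGIF1* and *CDKN2B*, with 0.63, 0.54 and 1.05. *TGIF1* was measured near the edge of the array and changed by -0.14 on a probe away from it. *BHLHE40* and *TGIF1* were named after their values were seen. *CDKN2B* was the only one called. Its call was lost with normexp (0.35), double the floor (0.83) and the percentile over probes well above background on all arrays (0.95). It was also lost with only the groups compared, with the two-sample t-test, and without replicate 1 (0.77) or 2 (1.08). The fry test called the epithelial and the TGFβ-responsive lists at an adjusted p below 0.05.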

Interestingly, an opposite picture was highlighted for the PLC/PRF/5 cell line since a positive enrichment of unfavorable signatures was observed in cells treated with galunisertib, including the HOSHIDA_LIVER_CANCER SUBCLASS_S1 and the HALLMARK_EMT signatures (Fig. 2B). In addition, a negative enrichment of the HSIAO_LIVER_SPECIFIC_GENES signature was observed, suggesting that galunisertib may switch the PLC/PRF/5 cell line toward a less differentiated phenotype (Fig. 2B). 

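Of 25 hepatocyte genes tested in PLC/PRF/5, 20 were lower with galunisertib than in control cells, with a median log2 change of -0.35, below that of all genes. The camera test separated the list from other genes (limma, adjusted p = 7.3e-10), fry also called it, and camera with the correlation estimated from the data did not. Over all genes 7 members had an adjusted p below 0.05, all of them lower, and 11 had one adjusted over the list alone. None reached the fold change of 2 needed for a call under the processing used throughout, while 12 had an unadjusted p below 0.05. *ALB* had a change of -0.95 (limma, adjusted p = 0.00797) and *G6PC1* one of -0.87 (limma, adjusted p = 0.00336), both picked out after their values were seen. *ALB* was called with quantile normalization (-1.01), with the percentile over probes well above background on all arrays (-1.05) and without replicate 2 (-1.06).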

Mechanistically, we hypothesize that liver‐enriched transcription factors involved in maintaining a well‐differentiated hepatocyte phenotype are repressed by galunisertib in the PLC/PRF/5 cell line and induced in the SNU‐449 cell line. 

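Among transcription factors of the hepatocyte, *FOXA2* changed by 1.03 with galunisertib in SNU-449 (standard error 0.12, limma, adjusted p = 0.00103), from 2.97 ± 0.13 to 4.00 ± 0.14 (SD, n = 3 each). It was called, but fell under the fold limit with normexp (0.92), quantile normalization (0.95), no scaling (0.90) or the percentile over probes well above background on all arrays (0.95), and was not called without replicate 2 (0.97). *ONECUT1* changed by 0.98 in SNU-449 (standard error 0.18, limma, adjusted p = 0.0109), from 0.37 ± 0.39 to 1.35 ± 0.18 (SD, n = 3 each), just under the fold limit, and by -0.61 in PLC/PRF/5 (standard error 0.090, limma, adjusted p = 0.00499), where all galunisertib arrays lay below all control arrays. Its spot lies in the outer rows of the array. *HNF4A* was too dim to be tested in SNU-449 and changed by -0.43 in PLC/PRF/5 (standard error 0.18, limma, adjusted p = 0.183), from -2.09 ± 0.32 to -2.52 ± 0.12 (SD, n = 3 each). *FOXA2* changed by 0.29 in PLC/PRF/5. The difference between the lines, SNU-449 minus PLC/PRF/5, was 1.59 for *ONECUT1* (limma, adjusted p = 7.4e-05) and 0.74 for *FOXA2* (limma, adjusted p = 0.00229).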

Supporting this hypothesis, galunisertib was shown to reduce the expression of *HNF1B*, *HNF4A*, and *ONECUT1* (aka *HNF6A*) involved in maintaining a well‐differentiated hepatocyte‐like phenotype in the PLC/PRF/5, while it induced the expression of *HNF1A*, *FOXA2* (aka *HNF3B*), and *ONECUT1* in SNU‐449 (Fig. S2). Collectively, the results highlighted a differential galunisertib‐induced transcriptional reprogramming in PLC/PRF/5 and SNU‐449 cells possibly associated with different prognosis in human HCC. It is important to note that galunisertib is a small selective kinase inhibitor for TGFβ, activin and nodal type I serine/threonine kinase receptors. Thus, we cannot exclude that part of the observed signatures is also connected to the inhibition of activin and nodal pathways, which have been also associated with HCC. In addition, TGFβ can signal via SMAD and non‐SMAD signaling pathways. Such non‐SMAD signaling pathways like TGFβ/PI3K/AKT or TGFβ/NFKB are thought to play a role in aggressive cancers possibly in a type I receptor kinase‐independent manner (and thus are not blocked by galunisertib). Accordingly, enrichments of PI3K and NFKB signatures were observed upon TGFβ exposure in PLC/PRF/5 and SNU‐449 cell lines. However, upon galunisertib exposure, these enrichments were not statistically significant anymore suggesting that they were dependent on type I receptor kinase (Fig. S3). Thus, one can assume that in our experimental conditions, most of the observed effects on gene expression upon galunisertib exposure are related to the SMAD canonical signaling.

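Whether the lists responded differently in the lines was tested on the difference of the galunisertib effects, SNU-449 minus PLC/PRF/5, with limma's camera test over 4 lists, a test added after the files had been seen. For 25 hepatocyte genes the median difference was 0.45 on the log2 scale, with 21 of them higher (adjusted p = 3.3e-08). Of these genes, 8 passed an adjusted p below 0.05 over all genes and 11 adjusted over the list alone. The call for the list was lost with the correlation estimated from the data. Only 11 of the list's genes were bright enough to be tested within SNU-449, so part of the difference may restate the fall in PLC/PRF/5. For 18 TGFβ-responsive genes the median difference was -0.96, with 17 of them lower (adjusted p = 5.1e-20), 11 passing over all genes and 15 adjusted over the list alone. For 22 mesenchymal genes the median was 0.22 and the mean -0.037, with an adjusted p of 0.877 and 11 genes passing adjusted over the list alone, and the median was -0.37 when probes had to be well above background on all arrays. For 16 epithelial genes it was 0.041 (adjusted p = 0.931, 2 genes passing adjusted over the list alone), and it turned negative without scaling, at -0.13, and, at -0.0047, after scaling to the array median. Of single genes, the difference was 2.61 for *SERPINF1* (standard error 0.29, limma, adjusted p = 1.7e-05) and 2.16 for *CDH1* (standard error 0.29, limma, adjusted p = 1.3e-04). Among genes measured on all arrays compared, *IL11* had the largest difference, at -5.27, on its spot in the outer rows.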

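The PI3K and NFKB signatures were not used here. On a hand-written list of 20 genes known to respond to NF-κB, 16 were tested with TGFβ against control in SNU-449, of which 10 were lower and 6 higher, with a median log2 change of -0.17 against 0.04 for all genes (limma's camera test, adjusted p = 0.0220). Over all genes 7 of them had an adjusted p below 0.05, and the same number adjusted over the list alone. The only one called was *TRAF1*, with a change of -1.12, named after its value was seen. It lost the call with normexp (-0.40), the replicate number as a block (-1.12), the two-sample t-test and double the floor (-0.30). Its call was also lost without replicate 2 or 3. The call for the list was lost with normexp, with the filter on all arrays and with the correlation estimated from the data. Of 18 genes tested in PLC/PRF/5, 14 were higher with TGFβ, with a median of 0.33 (camera, adjusted p = 1.3e-05), of which 6 passed over all genes and 10 adjusted over the list alone. *LTB*, *TNFAIP2* and *TNFAIP3* were called there, with changes of 1.48, 1.13 and 1.02. *TNFAIP3* fell under the fold limit with normexp (0.80) and without replicate 2 (0.94) or 3 (0.99). On the list of TGFβ-responsive genes, 16 of 16 were higher with TGFβ in SNU-449, with a median of 1.40 (camera, adjusted p = 2.8e-16), 14 passing over all genes and 16 adjusted over the list alone. Likewise 14 of 15 were higher in PLC/PRF/5, with a median of 0.64 (camera, adjusted p = 1.5e-08), 10 passing over all genes and 13 adjusted over the list alone.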

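With TGFβ and galunisertib together, the NF-κB list was compared with control cells. Galunisertib alone was not tested on this list, so its own effect cannot be told apart from that of TGFβ. In SNU-449, 12 of 16 genes were higher, with a median log2 change of 0.14 (camera, adjusted p = 0.0293). limma gave 0 genes an adjusted p below 0.05 over all genes and 2 an unadjusted p below 0.05, *BIRC3* and *CCL2*. These also passed adjusted over the list alone, with changes of 0.79 and 0.37. *CCL2* was named after its value was seen. In PLC/PRF/5, 14 of 18 genes were higher, with a median of 0.23 (camera, adjusted p = 0.0322), 7 passing over all genes and 8 adjusted over the list alone. Both calls were lost without the probes near the edge of the array, with the correlation estimated from the data and without replicate 1 or 2. The call in PLC/PRF/5 was also lost with quantile normalization, where the median was 0.10, with the filter on all arrays and with RefSeq-named genes alone. The call in SNU-449 was lost under several other settings, among them normexp, where the median was 0.088. Each call held under fry.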

**Fig. 2:**
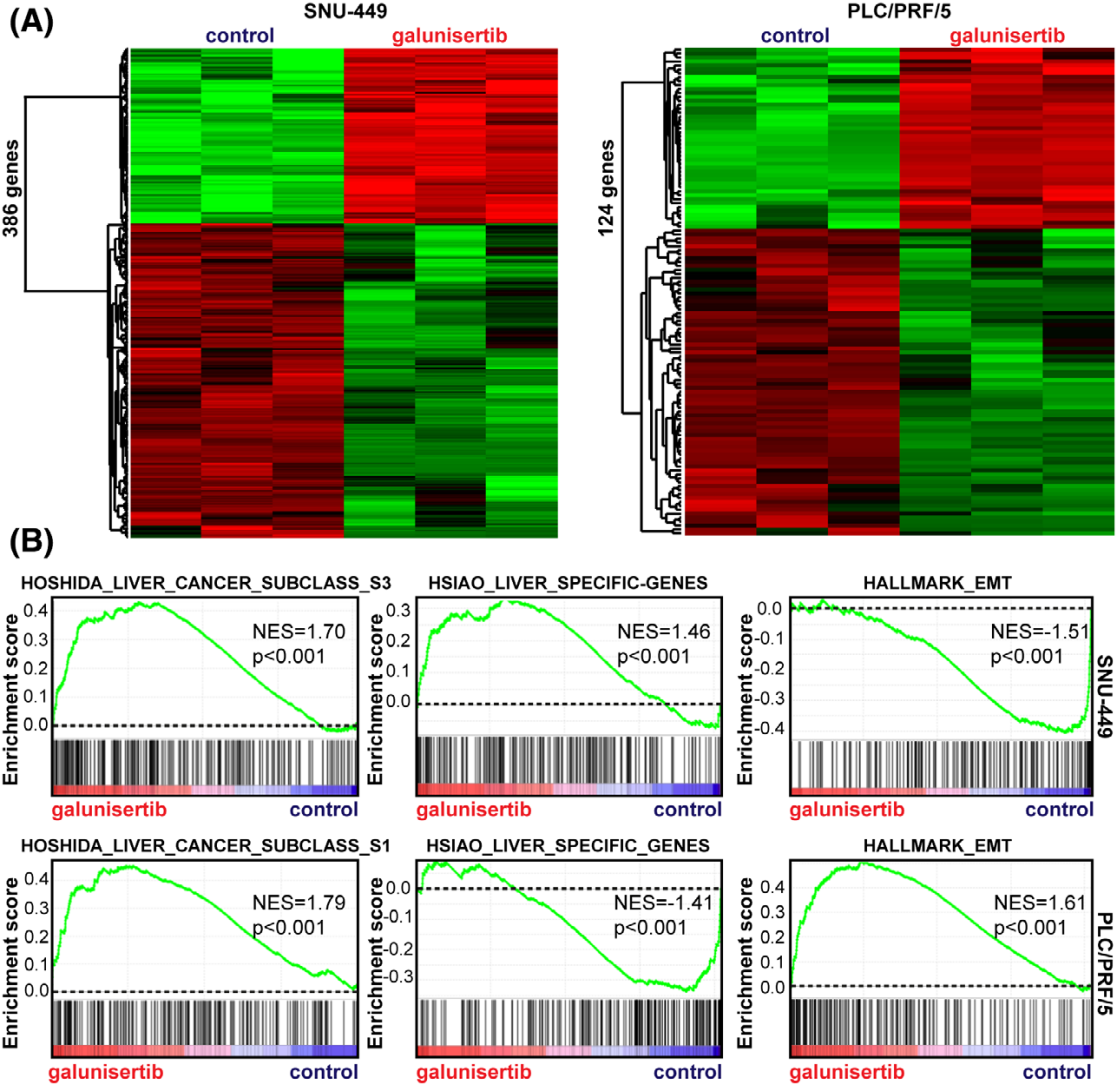
Galunisertib signatures in PLC/PRF/5 and SNU‐449 cells. (A) Hierarchical clustering of genes up‐ and down‐regulated in SNU‐449 (left panel) and PLC/PRF/5 (right panel) after a galunisertib treatment (10 μm, 16 h) (FC > 2; *P* < 0.001). (B) GSEA using the gene expression profiles of SNU‐449 (upper panel) and PLC/PRF/5 (lower panel) after a treatment with galunisertib vs control. GSEA highlighted a cell‐specific enrichment of signatures associated with the molecular classification of human HCC (e.g., HOSHIDA_LIVER_CANCER_SUBCLASS_S1 and SUBCLASS_S3 [31]), hepatocyte differentiation (HSIAO_LIVER_SPECIFIC_GENES [33]) and EMT (HALLMARK_EMT [32]).

### Galunisertib‐ and TGFβ‐associated signatures in PLC/PRF/5 and SNU‐449 cells identified human HCC with different prognosis

Gene set enrichment analysis suggested that whereas possibly beneficial in SNU‐449‐like HCC, galunisertib‐induced cell reprogramming could be detrimental in PLC/PRF/5‐like HCC, as regards limiting tumor progression and improving patient survival. To test this hypothesis from a clinical perspective, we integrated cell‐specific galunisertib and TGFβ signatures with the gene expression profiles of 139 cases of human HCC, as performed above. Accordingly, we first established and then integrated the gene expression profiles of PLC/PRF/5 and SNU‐449 cells treated with TGFβ in presence/absence of galunisertib (Fig. 3). 

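The arrays with TGFβ, alone or with galunisertib, were processed like the others and fitted per line. Their 75th percentile of intensity was 219 to 261 units in PLC/PRF/5 with TGFβ, 228 to 254 with both, and in SNU-449 227 to 262 and 201 to 227. Between 47.7% and 51.4% of the probes were well above background on these arrays in PLC/PRF/5 and between 45.0% and 47.9% in SNU-449. In SNU-449, TGFβ changed 380 genes against control, 245 higher and 135 lower, and 445 passed with an adjusted p below 0.05 and a fold above 2 (limma). Galunisertib on top of TGFβ changed 625 genes against TGFβ alone, 279 higher and 346 lower, with 776 at the adjusted threshold. The same comparisons in PLC/PRF/5 gave 180 genes, 129 higher and 51 lower, with 201 at the adjusted threshold, and 523 genes, 250 higher and 273 lower, with 556. Across the 4 conditions, 927 genes were called in SNU-449 and 657 in PLC/PRF/5 by limma's F-test, with 1260 and 804 at the adjusted threshold. These counts moved most without scaling, where TGFβ in PLC/PRF/5 called 331 genes, and with normexp, where galunisertib on top of TGFβ called 227 genes in PLC/PRF/5. In SNU-449, *SNAI1* rose by 3.42 on the log2 scale with TGFβ (standard error 0.12, limma, adjusted p = 1.9e-07) and changed by -3.69 with galunisertib added. *HLF* changed by -2.73 and then by 3.39, and *CDH1* by -1.98 and then by 2.80. In PLC/PRF/5, *SPP1* rose by 2.34 with TGFβ (standard error 0.15, limma, adjusted p = 6.7e-06) and *SKIL* by 1.64, while *SPTSSB* changed by -2.17. *CRH*, measured in the outer rows of the array, changed by -2.73 with TGFβ and by 3.44 with galunisertib added. With galunisertib already present, TGFβ changed 117 genes in SNU-449 and 54 in PLC/PRF/5. Of the probes near the edge of the array 1.62% were called in that comparison in SNU-449 against 0.353% of the others, and 0.994% against 0.0425% in PLC/PRF/5.

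**Figure D2:**
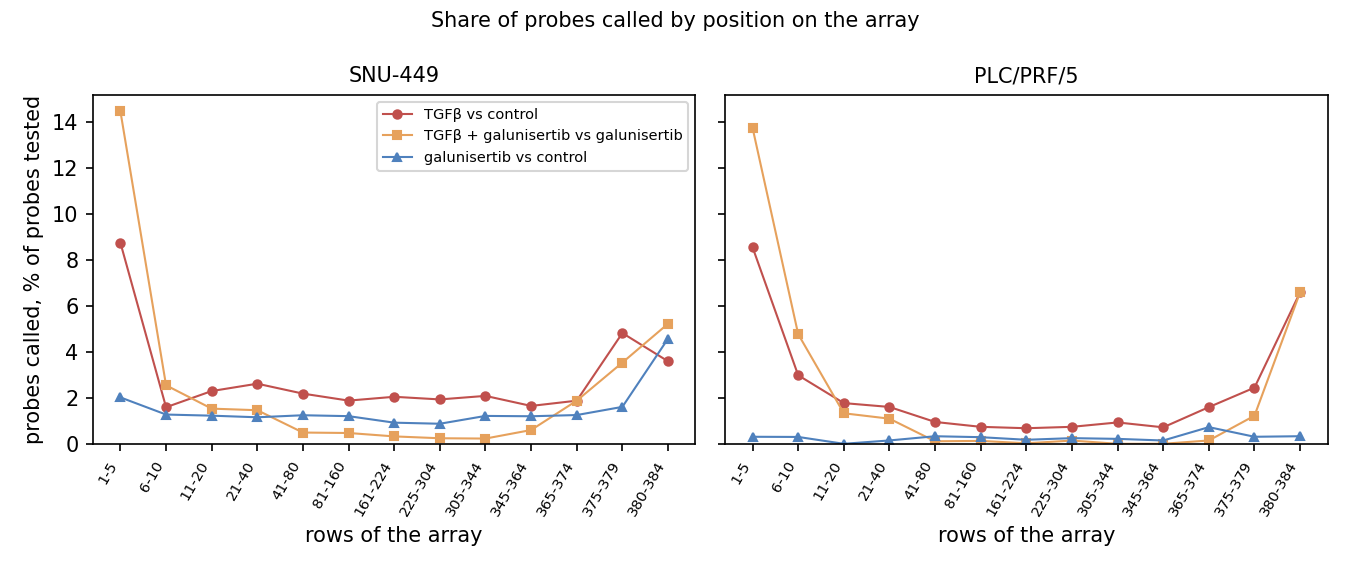
Percent of tested probes called (vertical axis) by the row of the array on which the probe's spot lies (horizontal axis, in bands), for each line and each of 3 comparisons of treatments. In SNU-449, 14.5% of the probes in the first 5 rows were called for TGFβ added to galunisertib and 8.75% for TGFβ alone.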

For both cell lines, clustering analysis identified two clusters, one including the samples corresponding to untreated control cells or cells treated with TGFβ (thereafter referred to control) and another one including the samples corresponding to cells treated with galunisertib, alone or in combination with TGFβ (thereafter referred to galunisertib) (Fig. 3A,D). 

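Hierarchical clustering over the genes called across the 4 conditions, cut into 2 clusters, put the 6 arrays of control cells and cells treated with TGFβ in one cluster and the 6 arrays of cells treated with galunisertib, alone or with TGFβ, in the other. This held for all 12 arrays of SNU-449 and all 12 arrays of PLC/PRF/5, without the human samples of Fig. 3A,D, which were not used here. Of the PLC/PRF/5 arrays, 9 of 12 stayed with their kind under normexp background correction, and 11 without scaling and when all genes that passed the dim-probe filter were clustered.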

Interestingly, human HCC were not randomly distributed between the two clusters and the distribution appeared to be highly dependent on the cell line. Thus, in SNU‐449, the galunisertib cluster was associated with human HCC previously associated with a better prognosis (Fig. 3A), while the control cluster was associated with a poor prognosis (Fig. 3A) [21, 22]. Statistical analysis of HCC subgroups confirmed these observations since the galunisertib cluster included significantly more HCC associated with a good survival, no sign of vascular invasion and previously reported signatures of better prognosis, that is, the so‐called hepatocyte [22], c‐MET/HGF‐negative [20], and early TGFβ signatures [16] (Fig. 3B). Accordingly, human HCC from the galunisertib cluster exhibited a longer overall survival as compared to HCC from the control cluster (Fig. 3C). Suggesting that galunisertib could be effective in Hoshida's S1 HCC subtype, a phase 2 clinical trial demonstrated efficacy in TGFβ activated tumors with low alpha‐fetoprotein (AFP) level [13]. Similar to previous reports, galunisertib exerted limited antiproliferative effects in HCC cell lines [9, 37]. However, it was suggested that galunisertib exerted anti‐invasive properties in cell lines defined by the “late‐TGFβ signature” (similar to SNU‐449), in agreement with our results showing that the galunisertib signature derived from SNU‐449 cells was associated with better clinical outcomes. Very interestingly, performing the same analysis using the signatures established in PLC/PRF/5 cells resulted in completely opposite observations (Fig. 3D,E). Indeed, while the control and TGFβ‐associated clusters were recapitulating human HCC with a better prognosis, the galunisertib cluster recapitulated human HCC with poor prognosis signatures and a reduced overall survival (Fig. 3E,F). GSEA also highlighted that a statistically significant relationship between the HOSHIDA_LIVER_CANCER SUBCLASS_S1 subtype and human HCC with poor prognosis associated with the SNU‐449 signature. Conversely, a significant relationship between the HOSHIDA_LIVER_CANCER SUBCLASS_S3 subtype and human HCC with better prognosis associated with the PLC/PRF/5 signature was observed (Fig. S4A). More interestingly and fully supporting our results, the same approach using human HCC tumors classified according to the galunisertib signatures established in PLC/PRF/5 and SNU‐449 cell lines resulted in opposite observations (Fig. S4B,C). We further validated these results using an independent cohort of 225 human HCC (GSE14520) (Fig. 4). For the SNU‐449 cell line, data integration similarly identified two clusters, the galunisertib cluster being representative of HCC with a better prognosis as regard to the Barcelona Clinic Liver Cancer (BCLC) classification, Tumor Node Metastasis (TNM) staging, serum AFP level and metastasis propensity (Fig. 4A,B). Kaplan–Meier plot and log‐rank statistics confirmed that HCC in the galunisertib cluster exhibited a significantly better overall survival (Fig. 4C). On the contrary, for the PLC/PRF/5 cell line, the galunisertib cluster showed a significant enrichment in HCC associated with advanced BCLC and TNM stages (BCLC C and TNM stage III), a high serum AFP level (> 300 ng·mL^−1^), and a higher risk of metastasis (Fig. 4D,E). Accordingly, Kaplan–Meier plot and log‐rank statistics highlighted a significant decrease in overall survival for patients included in the galunisertib cluster (Fig. 4F). Collectively, these results demonstrated that galunisertib‐ and TGFβ‐induced gene expression profiles in PLC/PRF/5 and SNU‐449 cell lines recapitulated human HCC with different prognosis. More importantly, the results strongly suggest that galunisertib‐driven transcriptional reprogramming in PLC/PRF/5‐like HCC (i.e., possibly well‐differentiated early‐stage HCC) could be detrimental. However, a recent quantitative proteomic analysis highlighted a molecular heterogeneity of early‐stage HCC (BCLC 0 and A) and demonstrated an activation of the TGFβ pathway in HCC with microscopic vascular invasion, elevated AFP, shorter survival, and tumor recurrence [38]. Poor prognosis signatures were enriched in this early HCC subtype, including the late TGFβ signature [16]. Altogether, these data suggest that some early‐stage HCC could also be eligible for therapeutic inhibition of the TGFβ pathway.

**Fig. 3:**
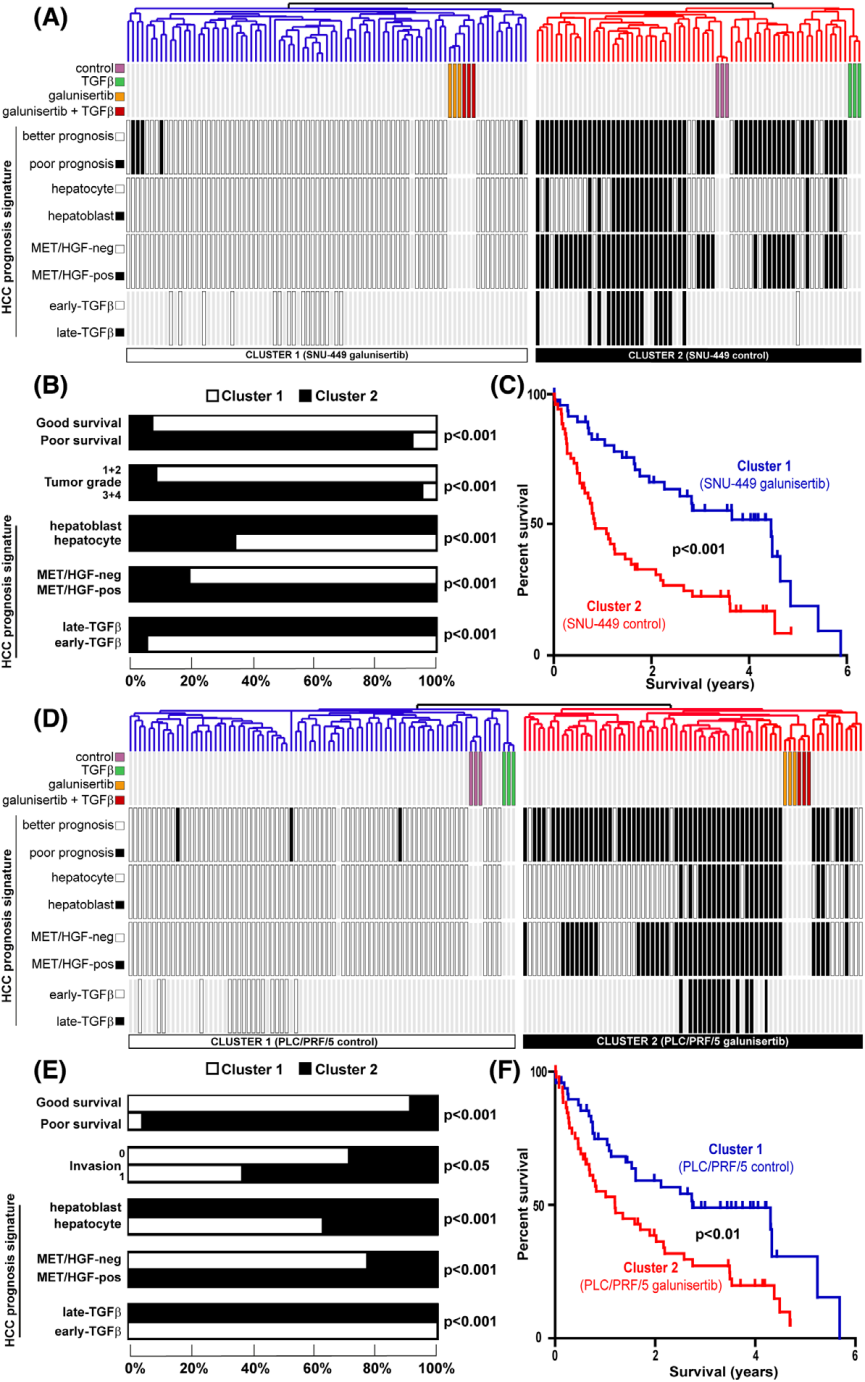
Clinical relevance of galunisertib‐ and TGFβ‐associated signatures derived from SNU‐449 and PLC/PRF/5 cells. (A) Dendrogram overview of *in vitro* experiments performed in SNU‐449 cells integrated with 139 cases of human HCC. Clustering analysis was based on the expression of genes differentially expressed between the four conditions (i.e., SNU‐449 cells treated with TGFβ and galunisertib, alone or in combination, versus untreated control cells). Two main clusters were identified. Cluster 1 included cells treated with galunisertib (in presence and absence of TGFβ co‐treatment) and cluster 2 included untreated control cells and cells treated with TGFβ. Distribution of human HCC samples between previously described subgroups with respect to survival (better vs. poor prognosis) [21], cell origin (hepatocyte vs. hepatoblast) [22], activation of c‐MET/HGF (negative vs. positive) [20] and TGFβ [16] signaling (early vs. late) is indicated on the left side. (B) Statistical analysis (chi‐squared test) of HCC distribution between clusters 1 and 2 based on previous gene expression signatures and clinical parameters. (C) Kaplan–Meier plot and log‐rank statistics revealed a significant (*P* < 0.001) improved overall survival for patients included in cluster 1 (galunisertib‐associated). (D) Integrative transcriptomic analysis using galunisertib‐ and TGFβ‐associated signatures established in the PLC/PRF/5 cell line as performed in (A). Contrary to the SNU‐449 cell line, cluster 1 included untreated control PLC/PRF/5 cells and cells treated with TGFβ while cluster 2 included cells treated with galunisertib (in presence and absence of TGFβ). (E) Statistical analysis (chi‐squared test) of HCC distribution between clusters 1 and 2 based on previous gene expression signatures and clinical parameters. (F) Kaplan–Meier plot and log‐rank statistics revealed a significant (*P* < 0.01) decreased overall survival for patients included in cluster 2 (galunisertib‐associated).

**Fig. 4:**
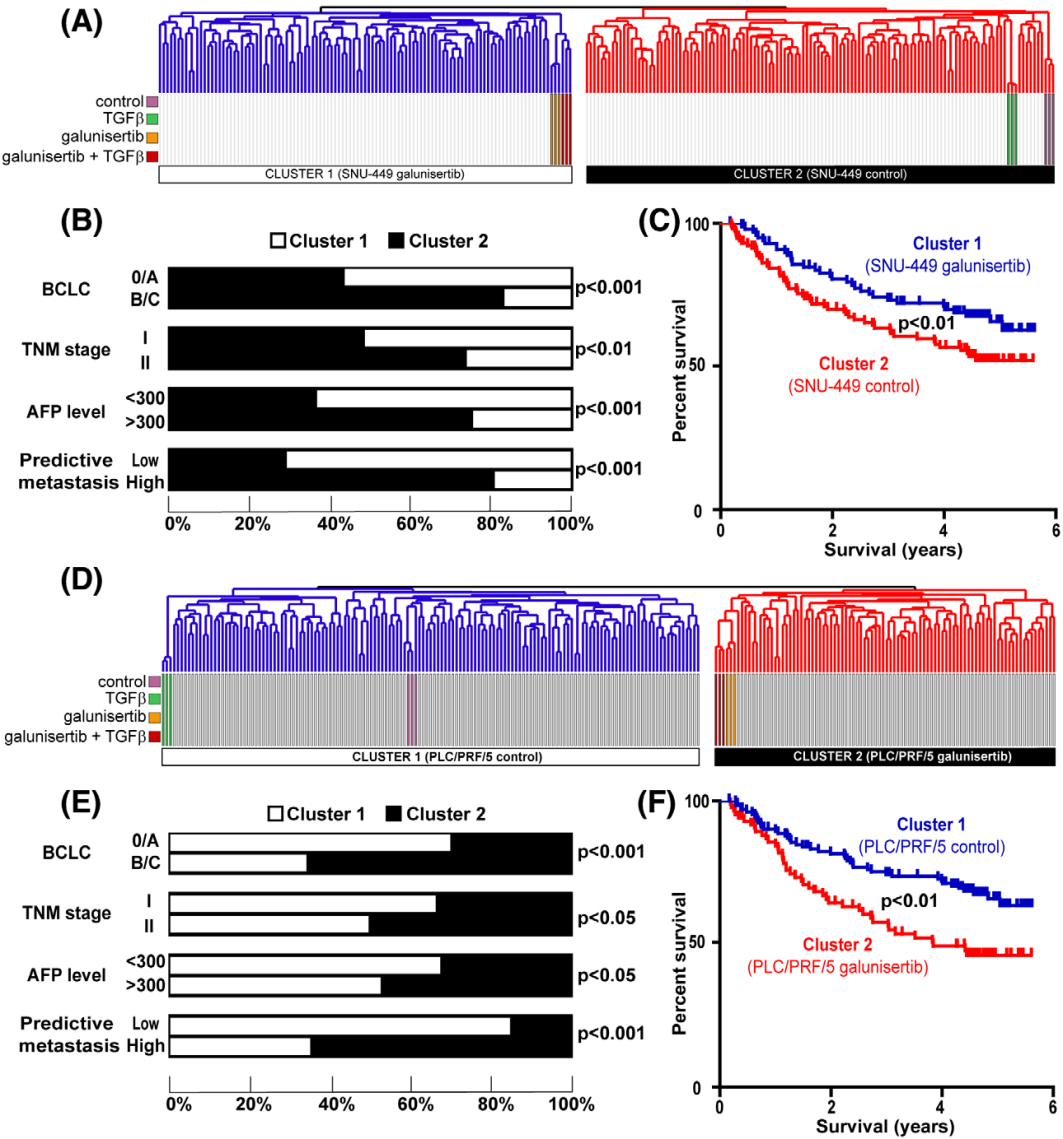
Validation of the clinical relevance of galunisertib‐ and TGFβ‐associated signatures derived from SNU‐449 and PLC/PRF/5 cells in an independent cohort of patients with HCC. (A) Dendrogram overview of *in vitro* experiments in SNU‐449 cells integrated with 225 cases of human HCC (NCI validating set, GSE14520). Clustering analysis was based on the expression of genes differentially expressed between the four conditions (i.e., SNU‐449 cells treated with TGFβ and galunisertib, alone or in combination, versus untreated control cells). Two main clusters were identified. Cluster 1 included cells treated with galunisertib (in presence and absence of TGFβ co‐treatment) and cluster 2 included untreated control cells and cells treated with TGFβ. (B) Statistical analysis (chi‐squared test) of HCC distribution between clusters 1 and 2 based on previous gene expression signatures and clinical parameters. Cluster 2 shows a significant enrichment in human HCC with the following features: advanced stage (BCLC B/C), TNM stage II, higher serum AFP level and a high risk of metastasis. (C) Kaplan–Meier plot and log‐rank statistics analysis revealed a significant decrease in overall survival for patients included in cluster 2 (*P* < 0.001). (D) Integrative transcriptomic analysis using galunisertib‐ and TGFβ‐associated signatures established in PLC/PRF/5 cells as performed in (A). Contrary to the SNU‐449 cell line, cluster 1 included untreated control PLC/PRF/5 cells and cells treated with TGFβ while cluster 2 included cells treated with galunisertib (in presence and absence of TGFβ). (E) Statistical analysis (chi‐squared test) of HCC distribution between clusters 1 and 2 based on previous gene expression signatures and clinical parameters. Cluster 2 shows a significant enrichment in human HCC with the following features: advanced stage (BCLC B/C), TNM stage II, higher serum AFP level and a high risk of metastasis. (F) Kaplan–Meier plot and log‐rank statistics analysis revealed a significant decrease in overall survival for patients included in cluster 2 (*P* < 0.001).

### SERPINF2 as a putative biomarker for galunisertib in HCC

Identifying the patients who may benefit from galunisertib treatment represents a critical issue in the design of clinical trials given that inhibiting the TGFβ pathway in HCC in which TGFβ still limits tumor growth may contribute to tumor progression. However, very few biomarkers have been identified to distinguish those patients that may benefit from galunisertib from those that may not [30, 39]. A recent study suggests that SKIL, PMEPA1, and TGFB1 could be important biomarkers for selecting patients more likely to respond to galunisertib in HCC, although the mRNA levels of these biomarkers do not correlate with the levels of circulating proteins in patients [39]. Thus, from the galunisertib‐ and TGFβ‐associated signatures established in SNU‐449 and PLC/PRF/5 cell lines, we selected the genes significantly associated with patient survival (GSE1898 and GSE4024). From the 58 and 12 genes predictive of survival in SNU‐449 and PLC/PRF/5 signatures, respectively, only three genes were in common: *BDH1*, *RGS9*, and *SERPINF2* (Fig. 5A). 

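*BDH1* in PLC/PRF/5 was at a log2 level of 0.43 ± 0.24 (SD, n = 3) in control cells and -1.93 ± 0.44 (SD, n = 3) with galunisertib, a change of -2.36 (standard error 0.23, limma, adjusted p = 6.8e-04). TGFβ alone changed it by 0.44 (limma, adjusted p = 0.259), and galunisertib added to TGFβ changed it by -1.86 (limma, adjusted p = 1.6e-04). In SNU-449, *BDH1* was well above background on 1 of 3 control arrays and 0 of 3 galunisertib arrays, so galunisertib alone allowed no fold change there. TGFβ raised it at least 3.44-fold in SNU-449, and with galunisertib added it was at least 3.26-fold lower than with TGFβ alone. *RGS9* in SNU-449 was at 2.73 ± 0.09 (SD, n = 3) in control cells and 1.57 ± 0.17 (SD, n = 3) with galunisertib, a change of -1.17 (standard error 0.13, limma, adjusted p = 7.4e-04), and the other probe of the gene gave -1.26. TGFβ changed it by 0.78 (limma, adjusted p = 0.00310), under the fold limit, and galunisertib added to TGFβ by -1.13. *RGS9* was, in PLC/PRF/5, well above background on all 3 arrays with TGFβ alone and on none of the control or galunisertib arrays. The survival data behind the selection of these genes were not used here.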

We further validated in an independent HCC dataset (TCGA‐LIHC) that a high expression of *SERPINF2* or *BDH1* was significantly correlated with a better survival (Fig. 5B). Interestingly, the expression of *SERPINF2* was repressed by galunisertib in PLC/PRF/5 and induced in SNU‐449 cell line (Fig. 5C). 

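In PLC/PRF/5, *SERPINF2* was at a log2 level of -0.28 ± 0.08 (SD, n = 3) in control cells and -1.30 ± 0.10 (SD, n = 3) with galunisertib, a change of -1.02 (standard error 0.14, limma, adjusted p = 0.00336). All galunisertib arrays lay below all control arrays, but the change fell under the fold limit with normexp (-0.52), scaling to the array median (-0.94), no scaling (-0.98) and without replicate 1 (-0.98), and it missed the P threshold without replicate 3 (-1.01). With TGFβ present, galunisertib changed it by -1.21 (limma, adjusted p = 8.9e-05). In SNU-449, *SERPINF2* was well above background on 1 of 12 arrays, 1 of the 3 with galunisertib, so it did not pass the filter and was not tested with limma within that line. In the fit over both lines the galunisertib effect differed by 1.31 (SNU-449 minus PLC/PRF/5, standard error 0.21, limma, adjusted p = 7.3e-04), a size that depends on the floor in SNU-449. This call was lost with normexp (0.81) and with the authors' values (2.62, adjusted p = 0.162, where the alternatives ranged from 1.8e-04 to 0.162). With the floor left out, its log2 level there was -5.04 ± 0.50 (SD, n = 3) in control cells and -3.44 ± 0.55 (SD, n = 3) with galunisertib, a difference of 1.61 or 3.05-fold (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow). With the floor, which most of these signals lie below, the difference was 0.29.

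**Figure D3:**
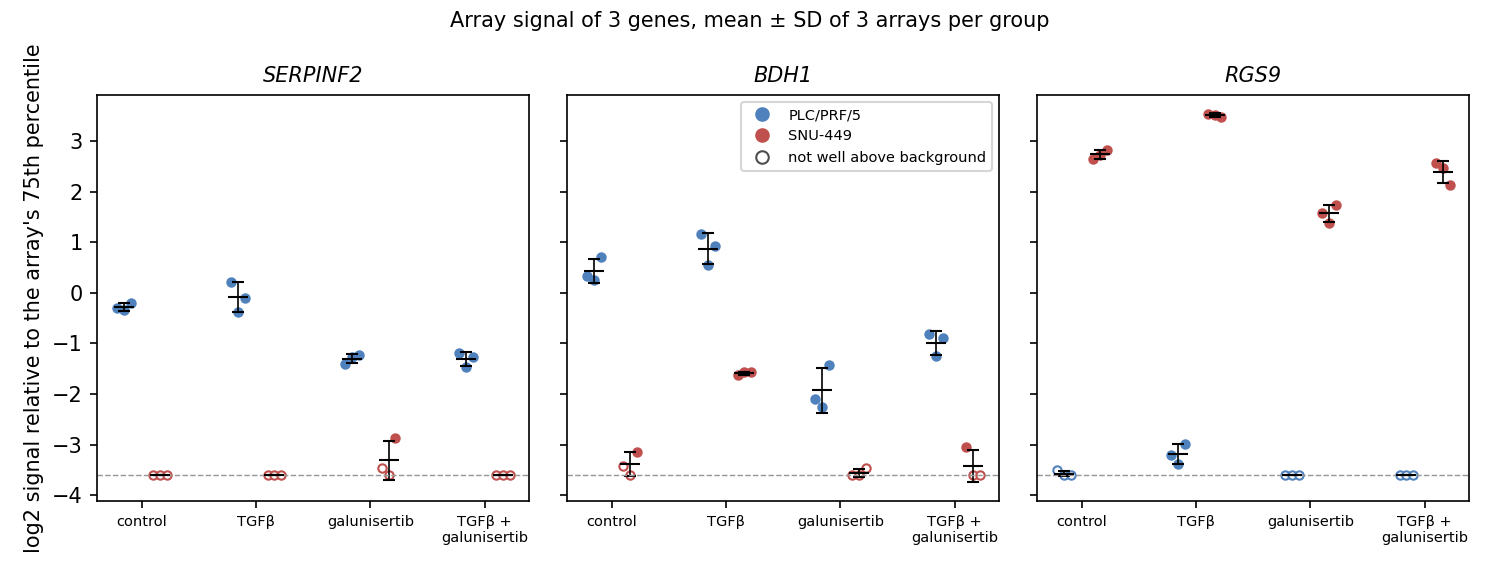
Log2 level relative to the 75th percentile of the array (vertical axis) of *SERPINF2*, *BDH1* and *RGS9* on each array, by treatment and line (horizontal axis), with the mean and SD of 3 arrays per group. Open symbols are arrays on which the probe was not well above background, and the dashed line is the floor at -3.61, on which most SNU-449 values of *SERPINF2* lie.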

At a basal level, a higher expression of *SERPINF2* was observed in PLC/PRF/5 cells (Fig. 5D). In addition, the expression of *SERPINF2* was able to define human HCC with variable prognosis, a high expression being associated with a better survival, no sign of vascular invasion, a well‐differentiated hepatocyte signature, a lower AFP level, and an early TGFβ signature (Fig. S5). 

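In control cells, *SERPINF2* was not well above background on any of the 3 SNU-449 arrays, which makes it at least 9.39-fold higher in PLC/PRF/5 (limma, adjusted p = 8.2e-14). *BDH1* was at least 14.0-fold higher in PLC/PRF/5, where it was well above background on 3 of 3 control arrays and in SNU-449 on 1 of 3. *RGS9* went the other way, not well above background on any PLC/PRF/5 control array and at least 70.1-fold higher in SNU-449.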

Because *SERPINF2* encodes a secreted plasma protein, we suggest that it may serve as a clinically relevant companion biomarker for galunisertib in HCC. *SERPINF2* was previously identified among 41 hub driver‐genes predictive of differentiation, being expressed in well‐differentiated cell lines [29]. Up‐regulation of SERPINF2 in exosomes of good responders was also reported in rectal cancer patients with different responses to neoadjuvant radiotherapy [40]. In addition, SERPINF2 has been proposed as a serum marker of fibrosis progression for the follow‐up of patients hepatitis C [41] as well as an independent prognostic marker highly expressed in HCC with a better survival [42].

**Fig. 5:**
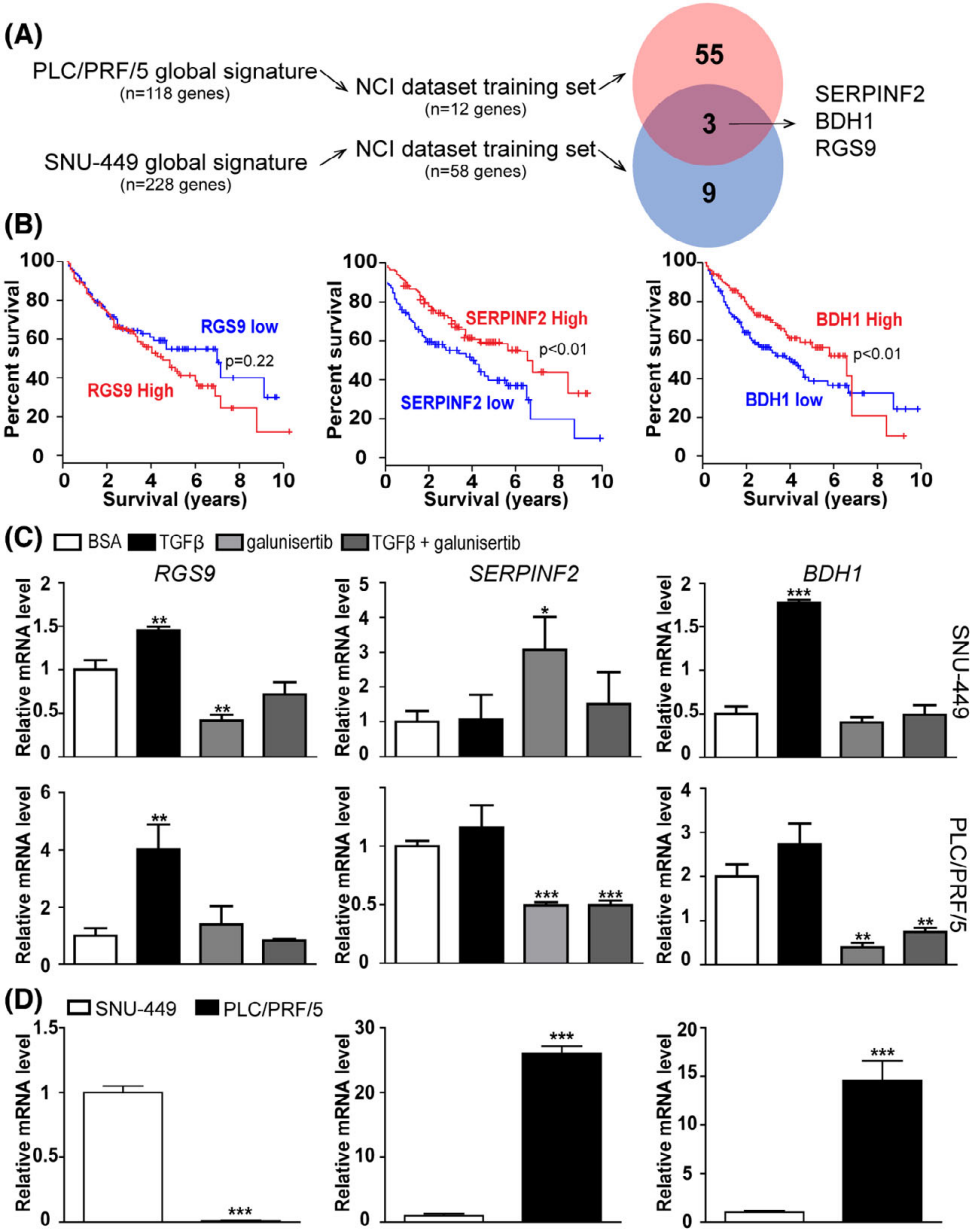
Identification of SERPINF2 as a putative marker of galunisertib efficacy in HCC. (A) Genes associated with the overall survival in human HCC from the galunisertib‐ and TGFβ‐associated signatures established in SNU‐449 and PLC/PRF/5 cells, as described in Fig. 3. Venn diagram unraveled three common genes negatively correlated with patient outcome. (B) Analysis of overall survival by Kaplan–Meier plot and log‐rank statistics in HCC from TCGA (LIHC dataset) based on the expression of candidate genes (blue curve: low expression; red curve: high expression). (C) Gene expression analysis of *RGS9*, *SERPINF2* and *BDH1* in SNU‐449 (upper panels) and PLC/PRF/5 (lower panels) cells treated with TGFβ and galunisertib, alone or in combination. (D) Gene expression analysis of *RGS9*, *SERPINF2* and *BDH1*, differentially expressed between SNU‐449 and PLC‐PRF/5 cells. In (C) and (D) data are presented as bar plots with mean ± SD and were compared using the Student's *t*‐test, *P < 0.05, **P < 0.01, and ***P < 0.001 (*n* = 3 independent experiments).

In conclusion, our study reports specific gene expression signatures suggestive of beneficial or adverse effects of galunisertib in HCC cell lines with clinical relevance in human HCC. How galunisertib drives detrimental effects in specific subsets of HCC remains to be elucidated. However, gene expression profiling presented in the study highlighted opposite pictures of galunisertib treatment in PLC/PRF/5 and SNU‐449 cell lines and suggested that galunisertib may favor an EMT‐like phenotype in well‐differentiated tumors by possibly repressing liver‐enriched transcription factors. It is also important to emphasize that our study only focused on the impact of the TGFβ pathway and its inhibition on the phenotype of tumor cells. However, TGFβ exerts critical impact on cells from the tumor microenvironment, including fibroblast‐like cells contributing to ECM remodeling and immune cells [6, 43, 44]. TGFβ contributes to the bidirectional cross‐talk between tumor cells and their microenvironment and thus to the regulation of tumor progression and response to therapies. Thus, it would be important to take into account this parameter in future studies [6].

## Conflict of interest

The authors declare no conflict of interest.

### Peer review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1002/2211‐5463.13647.

## Author contributions

CC conceived and designed the project; MD, BM, KBe, GA, CL, and CC acquired the data; MD and CC analyzed and interpreted the data; MD and CC wrote the paper; LS, KBo, and CC acquired funding and supervised the study; CC, TF, and RL revised the manuscript; all authors reviewed and edited the manuscript.

## Supporting information

**Fig. S1.** SNU‐449 and PLC/PRF/5 cell lines exhibit a mesenchymal‐ and epithelial‐like phenotype, respectively. (A) Immunofluorescence micrographs of epithelial (CDH1) and mesenchymal (Vimentin, VIM) markers in SNU‐449 and PLC/PRF/5 cells at basal level. Scale bar: 50μm. (B) Quantitative PCR analysis of *CDH1* and *VIM* expression. ***P < 0.001; n=3. (C) Quantitative analysis by ELISA of TGFβ protein expression in the supernatant of SNU‐449 and PLC‐PRF‐5 cells after 48 hours of culture. In (B) and (C) data are presented as bar plots with mean ± SD and were compared using the Student's t test, ***P < 0.001 (n = 3 independent experiments).
**Fig. S2.** Relative expression of genes encoding liver‐enriched transcription factors in PLC/PRF/5 (upper panels) and SNU‐449 (lower panels) HCC cell lines at basal level (CTRL) as well as upon TGFβ (TGFb) and galunisertib (LY) exposure, alone (LY) or in combination (TGFb+LY). Data are presented as bar plots with mean ± SD and were compared using the Student's t test, *P < 0.05 (n = 3 independent experiments).
**Fig. S3.** Gene set enrichment analysis (GSEA) of non‐SMAD PI3K (upper 4 panels) and NFKB (lower 4 panels) signaling pathway signatures in the gene expression profiles of PLC/PRF/5 (A) and SNU‐449 (B) HCC cell lines upon TGFβ exposure, alone (TGFβ) or in combination with galunisertib (TGFβ+galunisertib). The following curated signatures have been used: REACTOME_CONSTITUTIVE_SIGNALING_BY_ABERRANT_PI3K_IN_CANCER.v2023.1.Hs.grp and NFKAPPAB_01.v2023.1.Hs.grp (https://www.gsea‐msigdb.org/gsea/msigdb/cards/). NES, normalized enrichment score, as determined by GSEA.
**Fig. S4.** Gene set enrichment analysis (GSEA) of human HCC tumors (139 cases from the GSE1898 and GSE4024 datasets) defined by the signature of genes differentially expressed between SNU‐449 and PLC/PRF/5 cell lines at basal level (A), as described in Fig. 1E, or upon galunisertib exposure in SNU‐449 cell line (B), as described in Fig. 3C or in PLC/PRF/5 cell line (C), as described in Fig. 3F. GSEA was focused on HOSHIDA_LIVER_CANCER SUBCLASS_S1 (left panels) or _S3 (right panels) signatures.
**Fig. S5.** Clinical relevance of human HCC (n=139 cases, GSE1898 and GSE4024) defined by a high (n=70 cases) versus low (n=69 cases) expression of SERPINF2 (median SERPINF2 expression was used to defined high versus low expressing groups). Statistical analysis (chi‐squared test) of HCC distribution between high versus low SERPINF2 expressing groups was based on previous gene expression signatures and clinical parameters. Click here for additional data file.

**Table S1.** List of genes differentially expressed between the PLC/PRF/5 and SNU‐449 cell lines (fold‐change FC > 2; P < 0.001). Click here for additional data file.

**Table S2.** List of genes differentially expressed by galunisertib in SNU‐449 cells (fold‐change FC > 2; P < 0.01). Click here for additional data file.

**Table S3.** List of genes differentially expressed by galunisertib in PLC/PRF/5 cells (fold‐change FC > 2; P < 0.01). Click here for additional data file.

## Data Availability

The datasets used and produced in this study are available from the gene expression omnibus database with the following accession numbers: GSE211806, GSE1898, GSE4024, and GSE14520 (e.g., https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211806).

# Supplementary material for: Transcriptomic evidence for tumor‐specific beneficial or adverse effects of TGFβ pathway inhibition on the prognosis of patients with liver cancer
**Source:** FEBS Open Bio. 2023 May 31;13(7):1278–90. doi: 10.1002/2211-5463.13647
**Supplement:** Supplementary file 1 — Fig. S1. SNU‐449 and PLC/PRF/5 cell lines exhibit a mesenchymal‐ and epithelial‐like phenotype, respectively. (A) Immunofluorescence micrographs of epithelial (CDH1) and mesenchymal (Vimentin, VIM) markers in SNU‐449 and PLC/PRF/5 cells at basal level. Scale bar: 50μm. (B) Quantitative PCR analysis of CDH1 and VIM expression. ***P < 0.001; n=3. (C) Quantitative analysis by ELISA of TGFβ protein expression in the supernatant of SNU‐449 and PLC‐PRF‐5 cells after 48 hours of culture. In (B) and (C) data are presented as bar plots with mean ± SD and were compared using the Student's t test, ***P < 0.001 (n = 3 independent experiments). Fig. S2. Relative expression of genes encoding liver‐enriched transcription factors in PLC/PRF/5 (upper panels) and SNU‐449 (lower panels) HCC cell lines at basal level (CTRL) as well as upon TGFβ (TGFb) and galunisertib (LY) exposure, alone (LY) or in combination (TGFb+LY). Data are presented as bar plots with mean ± SD and were compared using the Student's t test, *P < 0.05 (n = 3 independent experiments). Fig. S3. Gene set enrichment analysis (GSEA) of non‐SMAD PI3K (upper 4 panels) and NFKB (lower 4 panels) signaling pathway signatures in the gene expression profiles of PLC/PRF/5 (A) and SNU‐449 (B) HCC cell lines upon TGFβ exposure, alone (TGFβ) or in combination with galunisertib (TGFβ+galunisertib). The following curated signatures have been used: REACTOME_CONSTITUTIVE_SIGNALING_BY_ABERRANT_PI3K_IN_CANCER.v2023.1.Hs.grp and NFKAPPAB_01.v2023.1.Hs.grp (https://www.gsea‐msigdb.org/gsea/msigdb/cards/). NES, normalized enrichment score, as determined by GSEA. Fig. S4. Gene set enrichment analysis (GSEA) of human HCC tumors (139 cases from the GSE1898 and GSE4024 datasets) defined by the signature of genes differentially expressed between SNU‐449 and PLC/PRF/5 cell lines at basal level (A), as described in Fig. 1E, or upon galunisertib exposure in SNU‐449 cell line (B), as described in Fig. 3C or in PLC/PRF/5 cell line (C), as described

**Supporting Information**

**
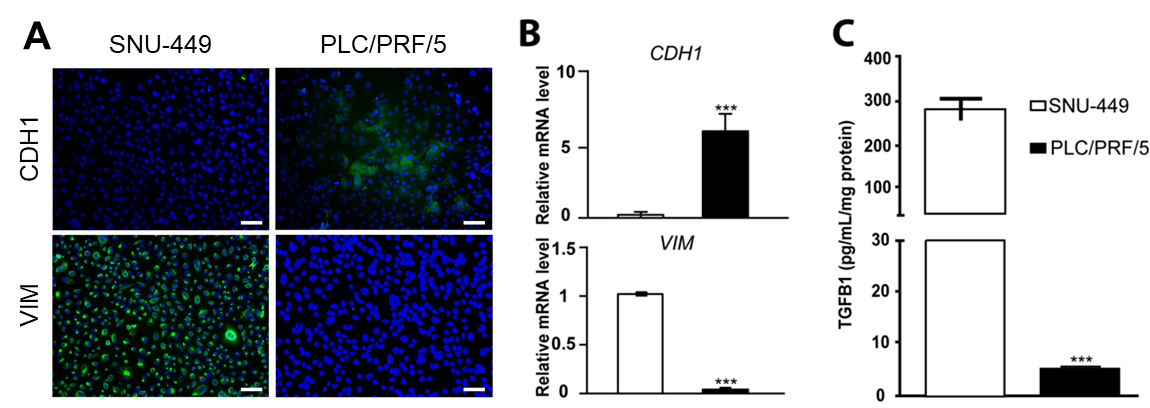
**

**Fig. S1**

SNU-449 and PLC/PRF/5 cell lines exhibit a mesenchymal- and epithelial-like phenotype, respectively. (A) Immunofluorescence micrographs of epithelial (CDH1) and mesenchymal (Vimentin, VIM) markers in SNU-449 and PLC/PRF/5 cells at basal level. Scale bar: 50µm. (B) Quantitative PCR analysis of *CDH1* and *VIM* expression. ***P < 0.001; n=3. (C) Quantitative analysis by ELISA of TGFβ protein expression in the supernatant of SNU-449 and PLC-PRF-5 cells after 48 hours of culture. In (B) and (C) data are presented as bar plots with mean ± SD and were compared using the Student's t test, ***P < 0.001 (n = 3 independent experiments).

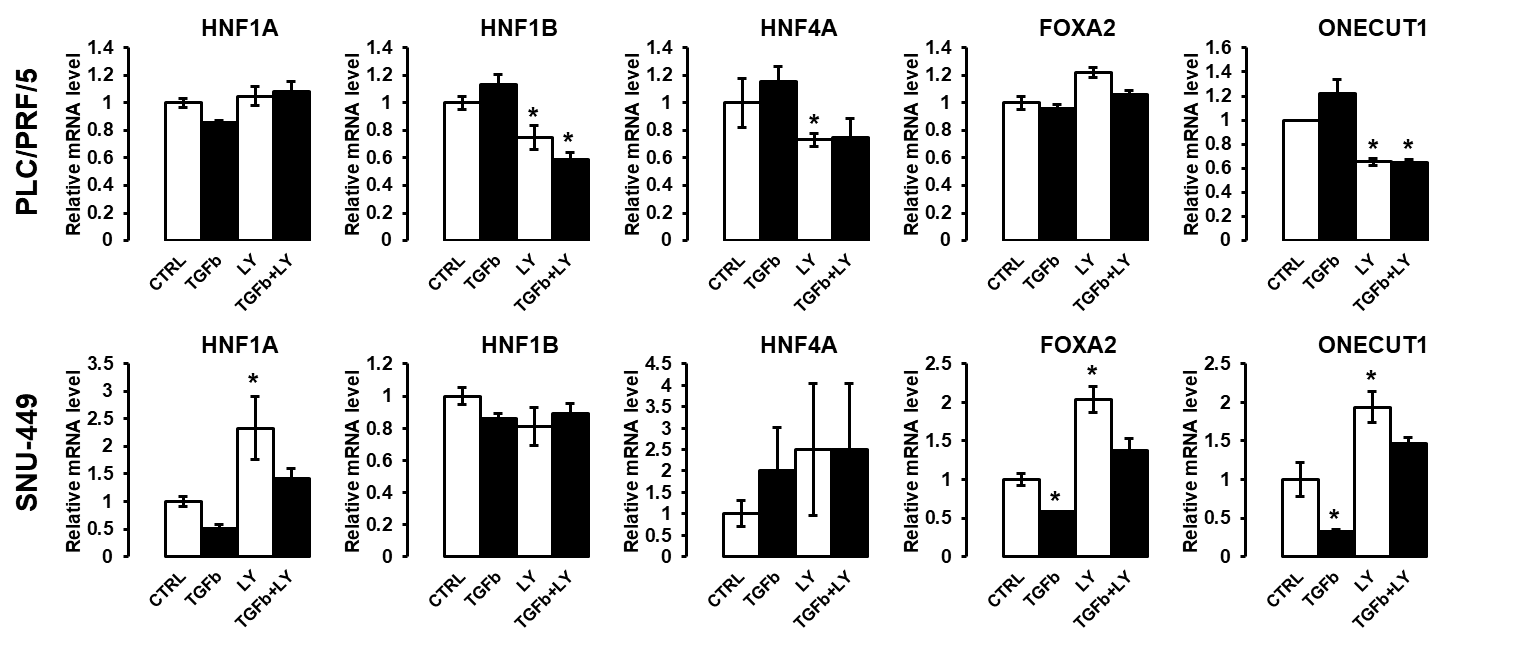

**Fig. S2**

Relative expression of genes encoding liver-enriched transcription factors in PLC/PRF/5 (upper panels) and SNU-449 (lower panels) HCC cell lines at basal level (CTRL) as well as upon TGFβ (TGFb) and galunisertib (LY) exposure, alone (LY) or in combination (TGFb+LY). Data are presented as bar plots with mean ± SD and were compared using the Student's t test, *P < 0.05 (n = 3 independent experiments).

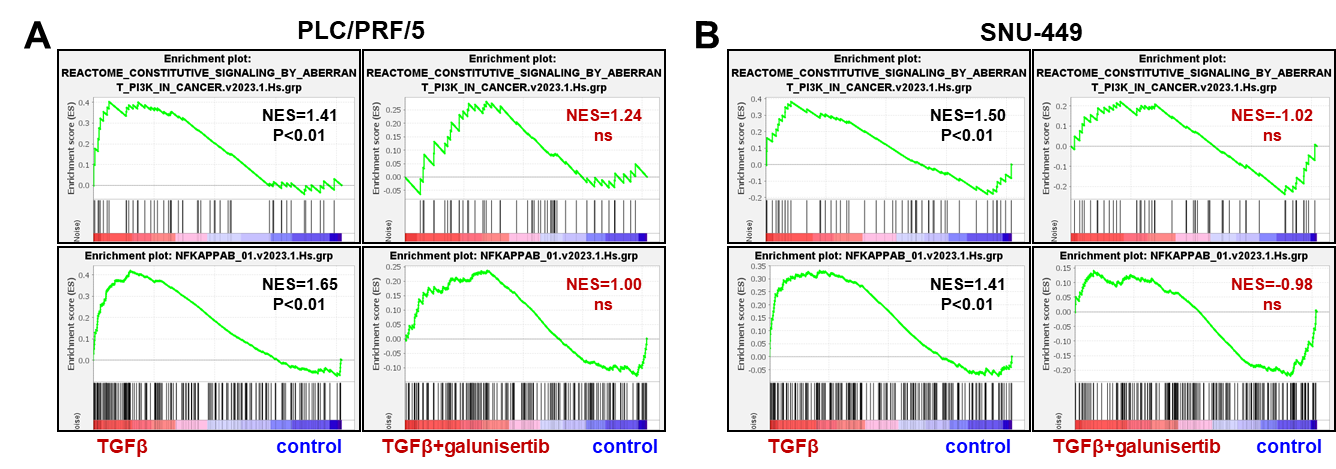

**Fig. S3**

Gene set enrichment analysis (GSEA) of non-SMAD PI3K (upper 4 panels) and NFKB (lower 4 panels) signaling pathway signatures in the gene expression profiles of PLC/PRF/5 (A) and SNU-449 (B) HCC cell lines upon TGFβ exposure, alone (TGFβ) or in combination with galunisertib (TGFβ+galunisertib). The following curated signatures have been used: REACTOME_CONSTITUTIVE_SIGNALING_BY_ABERRANT_PI3K_IN_CANCER.v2023.1.Hs.grp and NFKAPPAB_01.v2023.1.Hs.grp (<https://www.gsea-msigdb.org/gsea/msigdb/cards/>). NES, normalized enrichment score, as determined by GSEA.

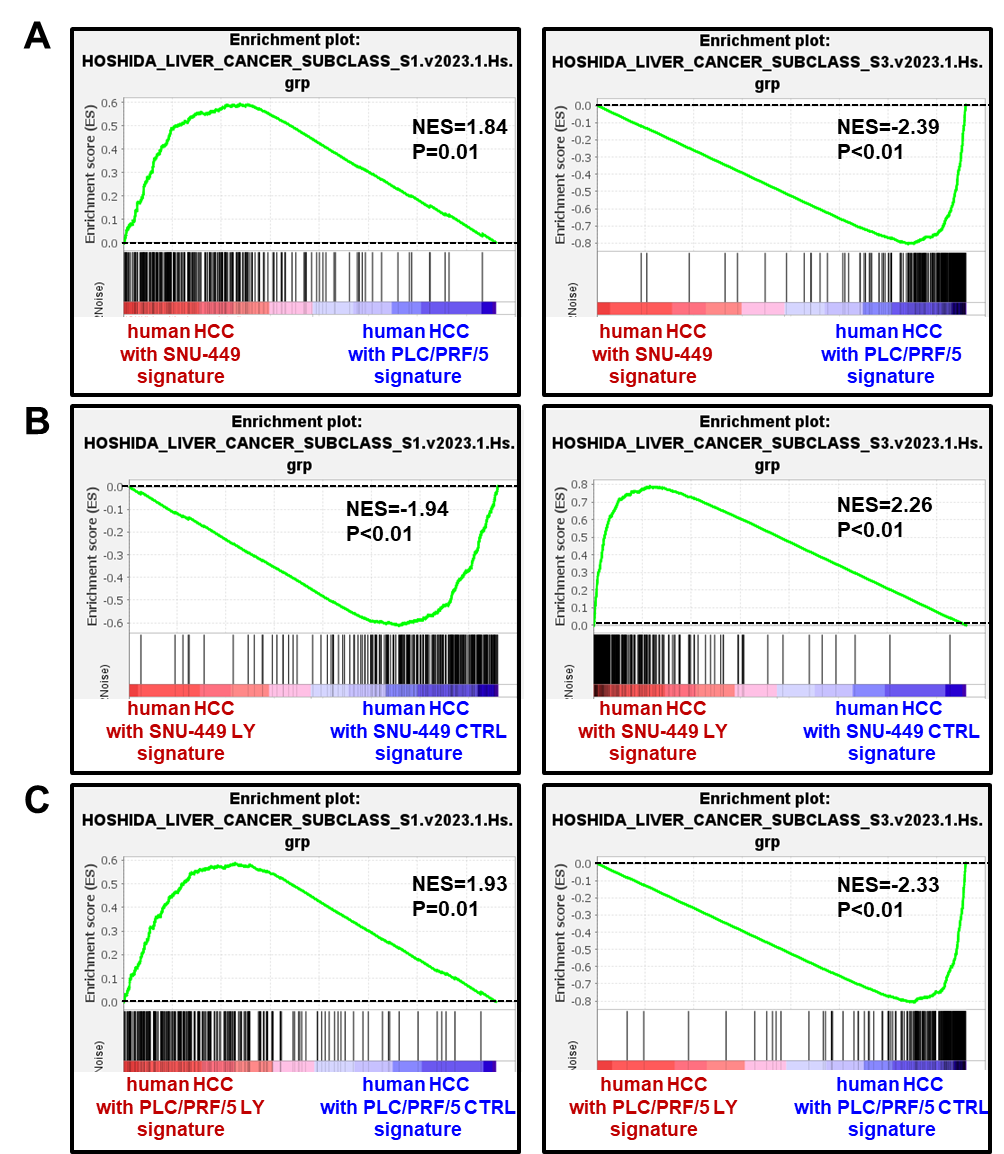

**Fig. S4**

Gene set enrichment analysis (GSEA) of human HCC tumors (139 cases from the GSE1898 and GSE4024 datasets) defined by the signature of genes differentially expressed between SNU-449 and PLC/PRF/5 cell lines at basal level (A), as described in Fig. 1E, or upon galunisertib exposure in SNU-449 cell line (B), as described in Fig. 3C or in PLC/PRF/5 cell line (C), as described in Fig. 3F. GSEA was focused on HOSHIDA_LIVER_CANCER SUBCLASS_S1 (left panels) or _S3 (right panels) signatures.

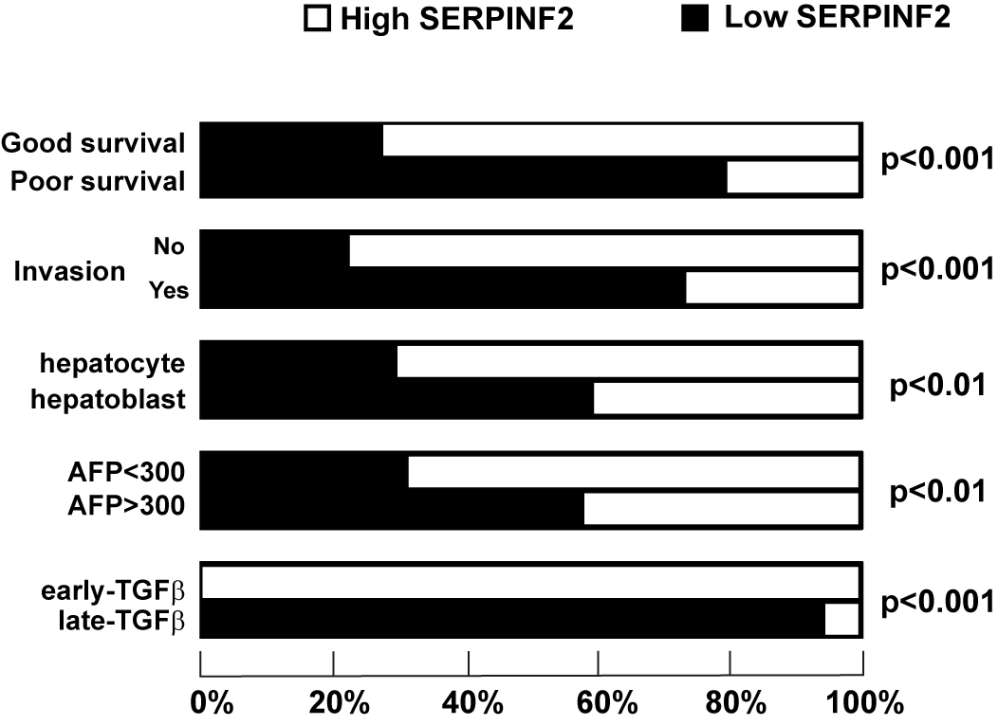

**Fig. S5**

Clinical relevance of human HCC (n=139 cases, GSE1898 and GSE4024) defined by a high (n=70 cases) versus low (n=69 cases) expression of SERPINF2 (median SERPINF2 expression was used to defined high versus low expressing groups). Statistical analysis (chi-squared test) of HCC distribution between high versus low SERPINF2 expressing groups was based on previous gene expression signatures and clinical parameters.

**Supplementary Tables**

Tables are provided as separate .xls files

**Table S1.** List of genes differentially expressed between the PLC/PRF/5 and SNU-449 cell lines (fold-change FC>2; P < 0.001)

**Table S2.** List of genes differentially expressed by galunisertib in SNU-449 cells (fold-change FC>2; P < 0.01)

**Table S3.** List of genes differentially expressed by galunisertib in PLC/PRF/5 cells (fold-change FC>2; P < 0.01)

How the deposited data were processed for this re-analysis (not part of the article)

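The data are 24 one-colour Agilent SurePrint G3 arrays of RNA from PLC/PRF/5 and SNU-449 cells, with 3 independent cultures of each line as untreated controls, with TGFβ1, with galunisertib and with both. The condition and replicate number of each array were taken from the sample labels and checked against the methods. The arrays sit on 3 slides of 8 arrays, the replicate number is also the slide, and all were scanned on 1 day. Each group took the same position on every slide, with the arrays without TGFβ in the first row of the slide and those with TGFβ in the second row, so neither the row nor the position can be told apart from the treatment. The human HCC profiles and the survival data of the paper were not used here.

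For each array the authors deposited the scanner output of the Feature Extraction software, whose processed signal is an intensity on a linear scale after background subtraction and spatial detrending within the array, not normalized between arrays. The authors also deposited a table of log2 values processed in GeneSpring, of which the scale was read from the values. On 19267 probes well above background on all arrays, differences between arrays in that table correlated at 0.998 with those of log2 intensities scaled to the 75th percentile, across probes, with a slope of 1.00, and each probe was centred on its median. That table served as an alternative only. No column of either kind of file was left without a sample.

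Control spots and spots flagged as outliers were left out, between 111 and 216 spots per array, and 0 spots were saturated. The remaining spots of 1 probe were averaged, and each value was divided by the 75th percentile over the spots of its array. Signals at or below 0 have no log, so values under a floor of 8.22% of the 75th percentile, a log2 of -3.61, were set to it after scaling. The floor is the median over arrays of the weakest signal that the software called well above background. The plan made beforehand named no floor. Values at the floor have no order. Probes were tested if well above background on every array of at least 1 group in the fit, and each gene name was represented by the probe with the highest mean log2. Of 58201 probes, 31104 were named by looking up their accession in the RefSeq gene table of assembly GCF_000001405.40, used for names only since the array was designed on an older build, and 10719 by the LNCipedia name in the files, while 16378 had no gene name and entered only where all probes were tested. Some genes that the paper names are not reported here.

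Comparisons within a line were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes) over the 12 arrays of that line, and the basal comparison and the difference of the galunisertib effects between the lines over all 24. A gene was called with a fold change above 2 and an unadjusted P below 0.001, and counts with a Benjamini-Hochberg adjusted p below 0.05 stand beside. The methods name a t-test with a random variance model. As the main test limma was used, because it also shares the spread between genes. The two-sample t-test among the alternatives called fewer genes than limma on the same groups for TGFβ added to galunisertib in SNU-449. That alternative is therefore not taken to be the paper's test. All 4 conditions of a line were compared with limma's F-test, and the arrays were clustered on the genes that test called. Lists of 25 mesenchymal, 21 epithelial, 30 hepatocyte, 18 TGFβ-responsive and 20 NF-κB-responsive genes, written by hand because the gene sets of the paper were not at hand, were tested with limma's camera at a preset correlation of 0.01 between genes, with adjustment over 17 tests, and over 4 tests for the difference between the lines. The mesenchymal list and the TGFβ-responsive list share 1 gene. Table S2 holds 1 mesenchymal, 1 epithelial, 9 TGFβ-responsive and 1 NF-κB-responsive gene of the lists, and Table S3 holds 1 epithelial, 1 TGFβ-responsive and 1 NF-κB-responsive gene. Calls of the probes of Tables S2 and S3 were made by probe. By the correlation of their deviations from the group means, samples of one replicate number were paired, with each of the 3 pairs above 0.1, for TGFβ against control in SNU-449 (0.13 to 0.22) and PLC/PRF/5 (0.17 to 0.31) and for galunisertib added to TGFβ in SNU-449 (0.10 to 0.27), and not for the other comparisons within a line. The number is also the slide, so this pairing cannot be told apart from a slide effect.

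The genes named in the text are those the paper names for these arrays, the 5 largest rises and falls of each comparison among called genes well above background and not overlapping between groups, the 5 largest differences between the lines by the same conditions, called members of the lists, and genes called in both lines. Genes named outside this rule are said to have been chosen after their values were seen.

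The steps were tested on simulated data, in which 200 genes were changed by known amounts in each comparison. Every planted change was well above the 2-fold limit, so recovery of changes near that limit was not tested. The fit recovered 96.5% of them for the basal comparison over 17902 genes, and for TGFβ against control 97.5% over 16101 genes in SNU-449 and 98.5% over 16684 genes in PLC/PRF/5. Replicate arrays of a group correlated at 0.976 to 0.997 across the same 19267 probes. For the changed genes the median error of the log2 change with TGFβ was 0.096 in SNU-449 and 0.075 in PLC/PRF/5. Measured with 3 arrays per group, a log2 change had a median standard error over genes of 0.15 in SNU-449 and 0.12 in PLC/PRF/5, with 43.8% to 51.4% of the non-control spots of an array well above background.

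The tests, thresholds, lists and the rule for named genes were chosen before the data were examined, as were the following alternatives. One was normexp background correction (offset 50, run on the median signal because the files hold no mean signal). For scaling they were quantile normalization, scaling to the array median, no scaling and the authors' values. For probes they were other filters on dim probes and the mean of all probes of a gene. For the fit they were the replicate number as a block, other samples in the fit and a trend of the spread with intensity. For the tests they were a two-sample t-test, other thresholds and other list tests. The rest were another distance or all filtered genes for the clustering, and leaving out replicates or single arrays. The list tests on the difference between the lines, and the alternatives of another floor, of the percentile over probes well above background on all arrays, of leaving out probes near the edge, of RefSeq-named genes alone and of all probes, were added after the files had been seen. A probe counts as near the edge when 50% or more of its spots lie in the outer 40 rows or 10 columns of the array. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and statmod 1.5.0, and figures matplotlib 3.10.9.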

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

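Tests of dim genes, of a mislabelled or swapped array, of the position on the slide, of the edge of the array and of scaling for the lists were chosen after the results in this part had been seen, and the list tests on the difference between the lines were added after the files had been seen.

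The galunisertib effect differed between the lines for 276 of 17902 genes in a test of the difference itself (limma), which is why it is given here. By the number of genes called, 1 of 100 combinations of the splits of both lines, the real one, gave a count as large. The others that kept the real SNU-449 split gave 179 to 233. The combinations take away the effect within a line, so they ask whether galunisertib had an effect, not whether it differed. They therefore cannot exclude chance for the difference. Genes too dim in one line to show a change are not the whole cause, since 50.0% of the genes called were well above background on all 12 control and galunisertib arrays. Scaling is not the whole cause either. The share of the calls kept was 89.5% under quantile normalization, 72.5% under scaling to the array median and 62.0% without scaling, the lowest. With the slide as a block 95.7% were kept. A single mislabelled array is argued against as the cause, since at least 220 genes were called whichever of the 3 replicate numbers was left out. A swap across replicate numbers stays open. The clustering put 12 of 12 arrays of each line with their kind, but on genes chosen with the same labels, and over all filtered genes it was 11 of 12 in PLC/PRF/5, so it cannot decide this. The edge of the array is argued against as the main source, since the percentage called away from the edge was 0.923 times that over all genes. The position on the slide cannot be told apart from the treatment, because each group took 1 position only, the same on every slide. A different response of the lines to the inhibitor remains open beside it.

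Of the lists, the hepatocyte list differed between the lines by a median of 0.45 on the log2 scale, with 21 of 25 genes higher, and the TGFβ-responsive list by -0.96, with 17 of 18 lower. Among 100 combinations of splits, 4 gave a median difference as large for the hepatocyte list and 1 for the TGFβ-responsive list. These combinations too ask whether galunisertib had an effect in either line, so they cannot exclude chance for a difference between the lines. For the TGFβ-responsive list they argue against an effect in neither line. For the hepatocyte list that is made unlikely but not excluded, since 4 lists were tested in this way. The count for the mesenchymal list was 2 of 100, but its members went both ways, 12 higher and 10 lower. Camera did not separate that list from other genes, so its median decides nothing. Chance cannot be excluded for the epithelial list, at 51 of 100. The hepatocyte call was lost with the correlation estimated from the data. Scaling, the edge of the array and dim genes are each argued against as the whole cause of the calls for these 2 lists, which camera kept in the same direction. The median difference was at least 0.34 for the hepatocyte list under quantile, median and no scaling, 0.41 without probes near the edge and 0.81 with only probes well above background on all arrays. For the TGFβ-responsive list these were -1.02, the nearest to 0, -0.86 and -0.50. The filter on all arrays leaves at most 11 hepatocyte genes, the number that could be tested for galunisertib within SNU-449. The position on the slide and a different response of the lines stay open here as well.

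TGFβ added to galunisertib, a comparison the paper does not report, changed 117 genes in SNU-449, 82 higher and 35 lower, and 54 in PLC/PRF/5, 38 higher and 16 lower (limma), with 114 and 67 at an adjusted p below 0.05 and a fold above 2. In each line 1 of 10 splits, the real one, gave as many, and 10 splits cannot exclude chance. Near the edge of the array a gene was called 4.59 times as often as away from it in SNU-449 and 23.4 times as often in PLC/PRF/5. Away from the edge, 40 genes were called in SNU-449 and 5 in PLC/PRF/5. The latter were *LOC100128593* with a log2 change of 1.25, *MYH11* with -1.22, *lnc-PIK3CG-2* with -1.11, *TMEM89* with -1.07 and *OR2D2* with -1.03, named after their values were seen. A candidate explanation for most of the PLC/PRF/5 calls is therefore an artefact near the edge of the array, among them *LOC729080* with 3.08 and *AKAP8* with 2.74, which were both measured there. In SNU-449 the edge adds calls, but it cannot be told apart from the treatment, as all arrays with TGFβ lie in one row of their slide, and it leaves the 40 genes away from it unexplained. Signalling that the inhibitor left over may account for part of those. Of 264 genes called away from the edge for TGFβ alone in SNU-449, 193 (73.1%) changed in the same direction when galunisertib was present, with a median ratio of 0.15 between the changes, and 12 of the 40 genes were among them. In PLC/PRF/5 it was 61 of 104 (58.7%), or 63.5% without the 8 genes of the 104 that were at the floor on both sides, which leaves the question open there.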

How the results depend on the processing

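The alternatives of another floor, the percentile over probes well above background on all arrays, leaving out probes near the edge, RefSeq-named genes alone and all probes were chosen after the files had been seen. For 38 results, 25 settings gave 724 values apart from those with a replicate left out. Of these, 637 kept the call and direction or stayed within 1.5 times the count, 53 moved further, 18 lost a call, 5 gained one and 11 changed sign.

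With only probes well above background on all arrays in the fit, the counts were 3778 for the basal comparison, 72 for TGFβ added to galunisertib in SNU-449, 139 for the difference between the lines and 38 of Table S3. The NF-κB list was no longer called with TGFβ in SNU-449 (-0.17) or with both in PLC/PRF/5 (0.23), and the mesenchymal difference between the lines turned to -0.37.

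With normexp, the counts were 119 for galunisertib, 220 for TGFβ and 389 for galunisertib added to TGFβ in SNU-449, and 15, 105 and 227 in PLC/PRF/5. They were 162 for the difference between the lines, 367 for the 4 conditions in PLC/PRF/5, 89 of Table S2 and 14 of Table S3. Of the PLC/PRF/5 arrays 9 clustered with their kind, and 1 gene, *RIN1*, was called in both lines. The mesenchymal list with galunisertib in SNU-449 turned to -0.012, the NF-κB list lost its calls in SNU-449 with TGFβ (-0.14) and with both (0.088), and *BDH1* with galunisertib in SNU-449 turned to 0.054.

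Without scaling, TGFβ changed 331 genes in PLC/PRF/5, or 145 when added to galunisertib, and 11 arrays of that line clustered with their kind, as they did over all genes that passed the filter. The epithelial list turned to -0.036 with galunisertib in SNU-449 and to -0.13 for the difference between the lines, and the TGFβ-responsive list gained a call with galunisertib in PLC/PRF/5 (0.27). Scaling to the array median gave 112 genes for TGFβ added to galunisertib in PLC/PRF/5, 7 genes called in both lines, no call for the NF-κB list with both in SNU-449 (0.073), and an epithelial difference of -0.0047. Quantile normalization lost the NF-κB call with both in PLC/PRF/5 (0.10). With the percentile over probes well above background on all arrays, the epithelial list with galunisertib in SNU-449 turned to -0.0047 and the mesenchymal list in PLC/PRF/5 to -0.072.

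The split into higher and lower also moved with the scaling. It was 2179 and 4471 for the basal comparison with the array median. For galunisertib in SNU-449 it was 30 and 89 with normexp, 50 and 154 without scaling and 65 and 122 with the other percentile, and in PLC/PRF/5 10 and 5 with normexp and 21 and 44 with the other percentile. For TGFβ it was 170 and 50 with normexp and 326 and 99 without scaling in SNU-449, and 305 and 26 without scaling in PLC/PRF/5. For galunisertib added to TGFβ it was 114 and 275 with normexp, 210 and 492 with the array median and 193 and 460 without scaling in SNU-449, and 132 and 95, 429 and 182 with normexp and the array median and 135 and 459 with the other percentile in PLC/PRF/5. For TGFβ added to galunisertib it was 79 and 53 with the array median and 109 and 27 without scaling in SNU-449, and 94 and 18, 131 and 14 with these and 28 and 21 with the other percentile in PLC/PRF/5. For the difference between the lines, SNU-449 minus PLC/PRF/5, it was 146 and 130 under the processing used throughout. It turned to mostly lower, at 41 and 121 with normexp, 93 and 124 with the array median and 59 and 158 without scaling. Leaving out replicate 1 gave 55 and 117 for galunisertib in SNU-449.

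The median log2 change of all genes explains part of this. Without scaling it was 0.15 for TGFβ and -0.17 for galunisertib added to TGFβ in SNU-449, 0.21 for TGFβ, alone or added to galunisertib, in PLC/PRF/5, and -0.13 for the difference between the lines. With the array median it was 0.14 for galunisertib in both lines, 0.13 for TGFβ in SNU-449, -0.17 and 0.23 for galunisertib added to TGFβ in SNU-449 and PLC/PRF/5, and -0.18 and 0.13 for TGFβ added to galunisertib. With the other percentile it was 0.20 for the basal comparison and -0.11 for galunisertib added to TGFβ in PLC/PRF/5.

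The two-sample t-test called 68 genes for galunisertib, 392 for galunisertib added to TGFβ and 15 for TGFβ added to galunisertib in SNU-449. In PLC/PRF/5 it called 30, 320 and 9, and 106 for TGFβ. It called 69 probes of Table S2 and 32 of Table S3, and 2 genes in both lines, *DUSP5* and *RIN1*. A P below 0.01 gave 296 genes for galunisertib in SNU-449, 205 and 82 for TGFβ added to galunisertib in SNU-449 and PLC/PRF/5 and 426 for the difference between the lines. All 24 arrays in one fit gave 285 genes for galunisertib and 188 for TGFβ added to it in SNU-449, and only the groups compared gave 68 for the latter. Both lost the NF-κB call with both in SNU-449 (0.090 and 0.14). For TGFβ added to galunisertib in SNU-449, the t-test called 15 genes where limma on the same groups called 68. The calls it lost are therefore not taken as losses under the paper's test with a random variance model.

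Testing all probes gave 9688 for the basal comparison, 298, 947 and 199 in SNU-449 for galunisertib, galunisertib added to TGFβ and TGFβ added to galunisertib, 290 and 129 in PLC/PRF/5 for TGFβ and TGFβ added to galunisertib, 433 for the difference between the lines and 1006 for the 4 conditions in PLC/PRF/5. Without probes near the edge, TGFβ added to galunisertib called 41 genes in SNU-449 and 6 in PLC/PRF/5, TGFβ called 112 in PLC/PRF/5, 133 probes of Table S2 were called, and 2 genes were called in both lines, *DUSP5* and *ASB2*. The NF-κB list lost its call with both in SNU-449 (0.13) and PLC/PRF/5 (0.19), and *TGIF1* with galunisertib in PLC/PRF/5 turned to -0.14. With RefSeq-named genes alone the NF-κB list lost the call in PLC/PRF/5 (0.23). Doubling the floor left 41 probes of Table S3 called, and halving it turned the mesenchymal list with galunisertib in SNU-449 to -0.033. The authors' values turned that list to -0.075. The mean of all probes turned it to -0.0087 and in PLC/PRF/5 to -0.047, and lost the NF-κB call with both in SNU-449 (0.10).

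Each call made by camera held under fry, which added calls with galunisertib for the epithelial (0.047) and hepatocyte (0.26) lists in SNU-449 and for the epithelial (0.13) and TGFβ-responsive (0.24) lists in PLC/PRF/5. With the correlation estimated from the data, calls were lost for the NF-κB list with TGFβ (-0.17) and with both (0.14) in SNU-449 and likewise in PLC/PRF/5 (0.33 and 0.23), for the hepatocyte list with galunisertib in PLC/PRF/5 (-0.35) and for its difference between the lines (0.45).

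Leaving out each replicate number in turn gave 597 to 734 genes for the 4 conditions in SNU-449 and 434 to 566 in PLC/PRF/5, 114 to 126 probes of Table S2 and 39 to 41 of Table S3. The list medians ranged from -1.22 to -0.56 for the TGFβ-responsive list with galunisertib in SNU-449, from -0.18 to -0.030 for the mesenchymal list with galunisertib in PLC/PRF/5, from 0.097 to 0.39 for the hepatocyte list in SNU-449, from 0.11 to 0.15 and from 0.11 to 0.41 for the NF-κB list with both in SNU-449 and PLC/PRF/5, and from -0.067 to -0.062 for the epithelial difference between the lines. With 1 array of a group left out, the counts for galunisertib stayed within the ranges given for differences from the paper.

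With the replicate number as a replicate block, galunisertib changed 179 genes in SNU-449 and 54 in PLC/PRF/5, and no count or call of the 38 results changed beyond the limits used here. Of the single genes named, *TRAF1* with TGFβ in SNU-449 was not called in that fit (-1.12), and no other call changed. Arrays of one number correlated at -0.081 to 0.27 across genes after the group mean was removed in SNU-449 (median 0.11), and at -0.079 to 0.36 in PLC/PRF/5 (median 0.16), against medians of -0.050 and -0.13 for arrays of different numbers.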

Differences from the paper's values

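The paper counts 386 genes changed by galunisertib in SNU-449, and 189 were called here. The paper gives 2 limits for these genes. The legend of Fig. 2A has a P below 0.001, as used here, and the titles of Tables S2 and S3, which hold the genes counted, have a P below 0.01. Of 24 alternatives set before the data were examined, 2 come within 1.5 times of the paper's count, a P below 0.01 (296 genes) and all 24 arrays in one fit (285), and the other 22 do not, with counts from 68 up. The paper's 139 raised genes stand against 88 here. Of the alternatives, 8 come within 1.5 times, namely scaling to the array median (96), all 24 arrays in one fit (110), a P below 0.01 (113), an adjusted p below 0.05 (101), without replicate 2, without SNU-449 control replicate 2 (105) or 3 (101) and without SNU-449 galunisertib replicate 2 (114), and 16 do not. The paper's 247 lowered genes stand against 101, with the same 2 alternatives as for all genes coming within 1.5 times, at 183 and 175. In PLC/PRF/5 the paper counts 124 genes changed and 78 lowered, against 54 and 28 here, and none of the 24 alternatives comes within 1.5 times, with ranges of 15 to 81 and 5 to 49. Testing all probes, chosen after seeing the values, gave 298 probes in SNU-449. All probes without the filter on dim probes at a P below 0.01, also chosen after seeing the values, gave 409 in SNU-449 and 85 in PLC/PRF/5, within 1.5 times of the paper's counts.

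For single genes, 34 folds of the supplementary tables were compared on the same scale, 3 of them with a group not well above background on any array, and 4 differ. All 4 are from Table S1, for the lines at basal level. Of the Table S1 folds compared that were measured in both lines, only that of *SERPINA1* did not differ (3005.31 in the paper, 3361 here). No fold compared from Tables S2 and S3 differed, but only genes named in the text were compared. That of *SERPINF2* in SNU-449, 3.03 in the paper and 1.23 here, was limited by the floor and not counted as differing. Over all probes, 327 of 386 in Table S2 and 88 of 124 in Table S3 changed in the direction of the table. The paper gives 56.9 for *CDH1* against 13.0 here, 6.67 for *BIRC3* against 4.01, 3068.84 for *IGFBP1* against 966, and 381.92 for *RBP4* against 233. None of the 17 alternatives set before the data were examined and run for these genes brings them within range, with 7.50 to 14.9 for *CDH1*, 3.1 to 4.38 for *BIRC3*, 583 to 1030 for *IGFBP1* and 180 to 246 for *RBP4*. Fig. 1C shows about 4 for *BIRC3*, read by eye, close to the value here. Of the copy of Table S1 at hand, 1998 of 7974 lines could be read.

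The paper says that galunisertib induces *SERPINF2* in SNU-449, at about 3-fold in Fig. 5C, read by eye. Without the floor the fold was 3.05 here, but the probe was well above background on 1 of 12 arrays of that line and the exact permutation p was 0.1. With the floor the log2 difference was 0.29.

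The paper reports an induction of *ONECUT1* in SNU-449 and a reduction in PLC/PRF/5, and a reduction of *HNF4A* in PLC/PRF/5. The directions are the same here, but none was called, with log2 changes of 0.98, -0.61 and -0.43. *ONECUT1* was called in SNU-449 with scaling to the array median (1.02) and without replicate 1 (1.25).

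For the signature of epithelial to mesenchymal transition the paper reports a negative enrichment with galunisertib in SNU-449 and a positive one in PLC/PRF/5. The hand-written mesenchymal list, which is not that signature, had medians of 0.12 and 0.030, and camera pointed downwards in both lines without calling it. The paper also reports a positive enrichment of liver-specific genes in SNU-449. The hand-written hepatocyte list had a median of 0.26 there and was not called by camera, while fry called it, as did camera without replicate 2 (0.39).

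The paper reports an enrichment of an NF-κB signature with TGFβ in both lines that is lost when galunisertib is present. The hand-written NF-κB list, again not that signature, was higher with TGFβ in PLC/PRF/5, with a median of 0.33, called by camera and in the direction of the paper. It was lower with TGFβ in SNU-449, with a median of -0.17. With TGFβ and galunisertib it was higher than in control cells in both lines, with medians of 0.14 and 0.23, both called by camera. Galunisertib alone was not tested on this list, so these rises cannot be assigned to TGFβ. The calls for the combined treatment are not held under all alternatives. In SNU-449, normexp (0.088), scaling to the array median (0.073), all 24 arrays in one fit (0.090), only the groups compared (0.14), the mean of all probes (0.10) and the correlation estimated from the data (0.14) lose the call, and in PLC/PRF/5 quantile normalization (0.10), probes well above background on all arrays (0.23) and the estimated correlation (0.23) do. Leaving out replicate 1 or 2 loses it in both lines. RefSeq-named genes alone lose it in PLC/PRF/5 (0.23), and leaving out the probes near the edge loses it in both lines (0.13 and 0.19), 2 settings chosen after seeing the values.

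The text counts 26 genes raised in PLC/PRF/5, as were called here, while Table S3 lists 46 probes as raised. The text counts 5 genes changed in both lines, while Tables S2 and S3 share 8 probes, 5 of them in the same direction.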

Other observations

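Of the tests in this part, the one of the row of the slide was chosen after the result had been seen.

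Probes that responded alike to TGFβ whatever the line and with or without galunisertib were looked for among 23511 probes tested in all 4 comparisons. There were 34 that changed over 2-fold in the same direction in each. Of the 27 that rose, 26 lay in the upper 40 rows of the array, and all 7 that fell lay in the lower 40 rows, so that 97.1% lay in the outer rows against 20.6% of all probes. Their median distance to the nearest other probe of the set was 4.56 spots, against 21.2 for random sets of the same size (permutation p = 1e-04, the smallest that 10000 draws can give). For 6 of these genes there were 10 other tested probes, and 1 of them, for *KRTAP10-10*, moved the same way by more than 0.5 on the log2 scale. *KRTAP10-10* was named after its value was seen. These tests speak for a region of the array and for the probe rather than the transcript. A candidate explanation is an uneven hybridization or wash along the border between the rows of arrays on a slide. All 12 arrays with TGFβ sit in the same row of their slide, so the row and TGFβ cannot be told apart as the source, and a biological explanation for the 34 probes was not tested beyond their other probes. The results of TGFβ near the edge, such as the 8.75% of probes called in the first 5 rows in SNU-449, should be read with this in mind. Comparisons of galunisertib with control lie within one row of the slide. There, 1.45% of genes near the edge and 1.06% of the others were called in SNU-449, and 0.264% and 0.349% in PLC/PRF/5. The outermost rows were not free of a shift in SNU-449, where 2.02% of probes were called in the first 5 rows and 4.58% in the last 5, with median log2 changes of -0.24 and -0.32 against 0.088 in the middle rows.

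The genes called with galunisertib kept their direction when TGFβ was present. Away from the edge this held for 118 of 120 genes in SNU-449 (98.3%) and 41 of 41 in PLC/PRF/5 (100%), in arrays that the first comparison did not use, which argues against chance values of the control arrays. The same genes mostly moved the other way with TGFβ alone, 108 of 120 in SNU-449 (90.0%, with 2 of the others at the floor on both sides) and 32 of 41 in PLC/PRF/5 (78.0%). Sharing the control arrays by itself would not give this, since simulated arrays with TGFβ as an unchanged group gave a median of 35.1% and at most 44.4% in SNU-449, and 31.2% and at most 42.2% in PLC/PRF/5. It may be that most genes called with galunisertib respond to TGFβ signalling already present without added TGFβ. The position of each group on the slide was not excluded as a source, and this was not tested in other data.

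Other splits of the arrays were counted for the comparisons with 3 arrays per group. For the genes called between the lines, with galunisertib, with TGFβ, and with galunisertib added to TGFβ, 1 of 10 splits, the real one, gave as many genes, and the largest count of another split was 14. A count over 10 splits cannot by itself exclude chance. In the 3 comparisons where the replicate numbers pair the arrays, the 3 other splits that part all 3 pairs gave at most 3 and 2 genes for TGFβ in SNU-449 and PLC/PRF/5 and 1 for galunisertib added to TGFβ in SNU-449, and the 6 that part 1 pair gave at most 1, 2 and 5. Across the 4 conditions, 1 of 100 drawn splits gave as many genes in each line, so chance can be excluded for those counts. For the genes called in both lines, 1 of 100 combinations gave as many. Other splits called at most 14 genes with galunisertib in either line, so this cannot show that the sharing exceeds chance. For the medians of the lists, 1 of 10 splits was as large in the basal comparison for the mesenchymal, epithelial and hepatocyte lists, with galunisertib in SNU-449 for the mesenchymal, hepatocyte and TGFβ-responsive lists, with galunisertib in PLC/PRF/5 for the epithelial and hepatocyte lists, and with TGFβ, alone for the TGFβ-responsive and NF-κB lists or with galunisertib for the NF-κB list, in both lines. It was 6 of 10 for the epithelial list with galunisertib in SNU-449, and in PLC/PRF/5 5 for the mesenchymal and 2 for the TGFβ-responsive list. With 10 splits, this count cannot exclude chance for any of these medians.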
